# Integration of epigenomic and transcriptomic profiling uncovers EZH2 target genes linked to cysteine metabolism in hepatocellular carcinoma

**DOI:** 10.1038/s41419-024-07198-0

**Published:** 2024-11-08

**Authors:** Jaehyun Lee, Chaelin You, Geunho Kwon, Junho Noh, Kyubin Lee, Kyunghwan Kim, Keunsoo Kang, Kyuho Kang

**Keywords:** Liver cancer, Liver cancer

## Abstract

Enhancer of zeste homolog 2 (EZH2), a key protein implicated in various cancers including hepatocellular carcinoma (HCC), is recognized for its association with epigenetic dysregulation and pathogenesis. Despite clinical explorations into EZH2-targeting therapies, the mechanisms underlying its role in gene suppression in HCC have remained largely unexplored. Here, we integrate epigenomic and transcriptomic analyses to uncover the transcriptional landscape modulated by selective EZH2 inhibition in HCC. By reanalyzing transcriptomic data of HCC patients, we demonstrate that *EZH2* overexpression correlates with poor patient survival. Treatment with the EZH2 inhibitor tazemetostat restored expression of genes involved in cysteine-methionine metabolism and lipid homeostasis, while suppressing angiogenesis and oxidative stress-related genes. Mechanistically, we demonstrate EZH2-mediated H3K27me3 enrichment at *cis*-regulatory elements of transsulfuration pathway genes, which is reversed upon inhibition, leading to increased chromatin accessibility. Among 16 EZH2-targeted candidate genes, *BHMT* and *CDO1* were notably correlated with poor HCC prognosis. Tazemetostat treatment of HCC cells increased *BHMT* and *CDO1* expression while reducing levels of ferroptosis markers *FSP1*, *NFS1*, and *SLC7A11*. Functionally, EZH2 inhibition dose-dependently reduced cell viability and increased lipid peroxidation in HCC cells. Our findings reveal a novel epigenetic mechanism controlling lipid peroxidation and ferroptosis susceptibility in HCC, providing a rationale for exploring EZH2-targeted therapies in this malignancy.

## Introduction

Hepatocellular carcinoma (HCC), the predominant form of primary liver cancer, accounts for nearly 830,000 cancer-associated mortalities globally every year [1, 2]. While a decline in HCC related to viral infections has been achieved through vaccination, the rise of non-alcoholic steatohepatitis (NASH) and metabolic syndrome signals an alarming increase in HCC cases [3–5]. The multifaceted development of HCC involves cellular alterations such as senescence, mutations, and epigenetic modifications within a necro-inflammatory context, leading to tumorigenesis. As insights emerge that aberrations or genetic variations in epigenetic modulators can broadly influence cellular biology, culminating in cancer development [6], epigenetic interventions are emerging as a promising therapeutic strategy for HCC [7, 8]. However, the intricate role of epigenetic modulators in the evolution of HCC requires more extensive exploration to define the optimal strategies for targeting these essential components in combating this challenging disease.

Enhancer of zeste homolog 2 (EZH2), the catalytic core of the polycomb repressive complex 2 (PRC2), is fundamental to gene regulation, particularly through its central role in tri-methylating histone 3 lysine 27 (H3K27me3) to suppress gene expression. Remarkably, overexpression of EZH2 has been identified in various cancers, including HCC, where it exhibits a positive correlation with tumor malignancy [9–11]. Within HCC, the roles of EZH2 extend to the inhibition of NK cell-mediated anti-tumor immunity and the promotion of both carcinogenesis and drug resistance [12–15]. These observations reinforce the perspective that targeting EZH2 could present a valuable therapeutic path for HCC management. The selective EZH2 inhibitor, tazemetostat, has garnered FDA approval for treating epithelioid sarcoma and follicular lymphoma [16–18]. Its efficacy is currently under investigation in various solid tumors and cases of advanced cancer with hepatic impairment, as evidenced by the clinical trials (NCT01897571, NCT04241835, and NCT05023655). As evaluations of tazemetostat continue, the comprehensive mapping of EZH2’s target genes in HCC remains a work in progress [16, 19, 20]. Investigating the genes affected by EZH2 inhibition and deciphering the complex mechanisms involved may illuminate the therapeutic possibilities of this targeted strategy in HCC.

Elevated cysteine levels have been implicated in an increased risk of various disorders, notably atherosclerosis and chronic liver disease [21–23]. Within the complex domain of cancer biology, cysteine metabolism has been recognized as a significant determinant in shaping therapeutic resistance and cellular responses to hypoxia and various stressors [24–27]. Such insights have driven the exploration of therapeutic approaches focusing on cysteine metabolism in cancer cells. Enzymes such as betaine-homocysteine thiol methyltransferase (BHMT) and cysteine dioxygenase 1 (CDO1) have been pinpointed as vital actors in this regard, with connections to hepatic health [28, 29]. A decline in BHMT expression has been observed in hepatocellular carcinoma (HCC), suggesting its potential as a marker for fatty liver disease and HCC onset [30, 31]. A recent study has shown that a lack of BHMT can lead to hepatocarcinogenesis and tumor growth by increasing the activity of glucose-6-phosphate dehydrogenase (G6PD) and pentose phosphate pathway (PPP) metabolism in HCC [32]. The *CDO1* gene, a tumor suppressor, is often silenced through promoter methylation across various human cancers. It plays a role in reducing cancer cell proliferation by inducing oxidative stress in gastric cancer [33, 34]. Additionally, the involvement of CDO1 in tumorigenesis in HCC is emphasized by gene silencing and promoter methylation, suggesting its utility as a biomarker for HBV-related HCC [35]. Recently, a study found that TRIM47 promotes the ubiquitination of CDO1, leading to a reduction in protein levels, and it can regulate ferroptosis in HCC [36]. The regulation of these sulfur amino acid (SAA) enzymes by HNF4α in liver cancer has drawn attention, with the intriguing observation that HNF4α, typically a tumor suppressor, may adopt a pro-tumor stance by inhibiting erastin-induced ferroptosis when its equilibrium is offset by hypermethylated in cancer 1 (HIC1) [37, 38]. The multifaceted interplay between cysteine metabolism and HNF4α warrants deeper exploration, offering avenues for precision therapeutic advancements.

Ferroptosis, distinct from apoptosis, autophagy, necroptosis, and pyroptosis, is a regulated cell death mechanism governed by cellular iron accumulation and subsequent reactive oxygen species (ROS) production, leading to lipid peroxidation within cellular membranes [39, 40]. The cysteine-glutathione-peroxidase 4 (GPX4) signaling pathway serves as a protective barrier against ferroptosis, whereas inhibiting the cystine uptake transporter, SLC7A11, promotes ferroptosis [40–42]. Notably, Sorafenib, a key therapeutic in HCC management, is known to trigger ferroptosis by targeting SLC7A11 [43–45]. However, the precise epigenetic mechanisms of *SLC7A11* gene regulation in HCC remains elusive. Adding to this intricacy, CDO1 activation has been spotlighted as a pro-ferroptotic factor in gastric cancers, depleting intracellular cysteine and intensifying lipid peroxidation and ROS generation [46, 47]. These findings highlight cysteine-methionine metabolism as a potential therapeutic target in HCC. Yet, the precise mechanisms orchestrating this metabolism within HCC are not fully delineated, underscoring the need for deeper investigation to unlock its therapeutic potential.

In this study, we aimed to identify distinct target genes in HCC whose deregulation can be ascribed to EZH2-mediated H3K27me3 modifications. Employing bulk RNA-seq and ATAC-seq on human HCC cell lines, we unveiled pronounced gene upregulation within the cysteine-methionine metabolic pathway following EZH2 inhibition. Notably, *BHMT* and *CDO1* demonstrated dramatic changes in chromatin accessibility and were markedly derepressed. Single-cell RNA sequencing (scRNA-seq) further illuminated that *BHMT* and *CDO1* were uniquely expressed in normal hepatocytes, but not in other cell types. Analysis of transcriptomic datasets from various HCC cohorts indicated diminished expression of *BHMT* and *CDO1*, associated with adverse clinical outcomes. Additionally, our findings revealed that EZH2 inhibition modulates the negative ferroptosis markers *SLC7A11, NFS1*, and *FSP1*. Collectively, our study illuminates distinct transcriptional changes triggered by EZH2 inhibition, suggesting a pivotal role in promoting lipid ROS accumulation, potentially leading to ferroptotic cell death in HCC.

## Results

### Elevated EZH2 expression correlates with unfavorable prognosis in HCC patients

To elucidate the correlation between *EZH2* expression and survival outcomes in different tumor patients, we examined six prominent cancer types (liver hepatocellular carcinoma [LIHC], kidney renal clear cell carcinoma [KIRC], breast invasive carcinoma [BRCA], colon adenocarcinoma [COAD], lung squamous cell carcinoma [LUSC], stomach adenocarcinoma [STAD]) within the cancer genome atlas (TCGA). A pronounced increase in *EZH2* expression was observed in tumor tissues relative to normal counterparts for all six cancer types (Fig. 1A). Employing Kaplan-Meier survival analysis, we classified the survival outcomes into two groups: unfavorable and non-significant, based on *EZH2* overexpression. Notably, LIHC and KIRC patient groups with elevated *EZH2* expression exhibited significantly reduced OS compared to those with lower *EZH2* expression. In contrast, the BRCA, COAD, LUSC, and STAD patient groups did not display a discernible correlation between *EZH2* expression levels and survival rates (Fig. 1B and Supplementary Fig. 1A). Subsequently, we leveraged proteomic data from the CPTAC database to validate EZH2 expression at the protein level, finding marked overexpression of the EZH2 protein in LIHC tumor tissues, though not in KIRC (Fig. 1C and Supplementary Fig. 1B).

**Fig. 1:**
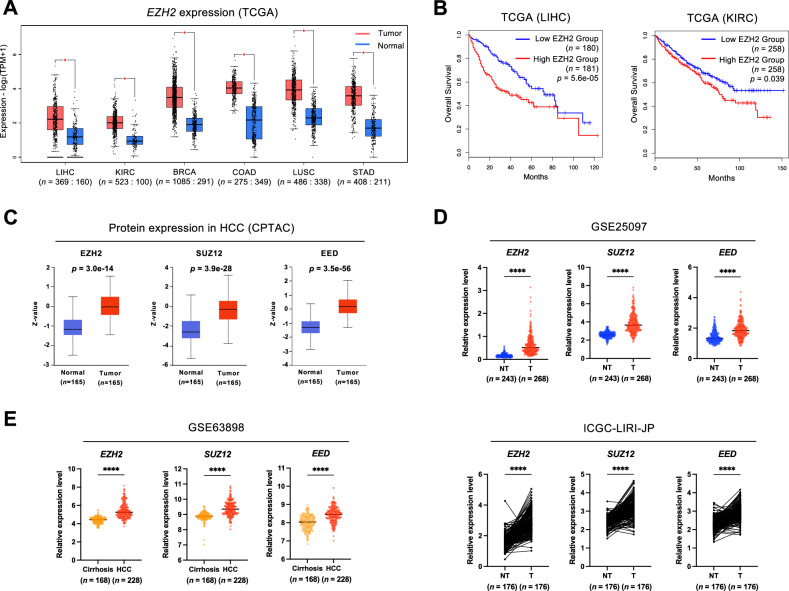
Higher expression of *EZH2* is associated with poor prognosis in HCC. **A** *EZH2* expression levels in LIHC, KIRC, BRCA, COAD, LUSC, and STAD compared to corresponding controls in the TCGA cohort. **B** Kaplan–Meier survival plots showing overall survival with high vs low expression of *EZH2* in liver and kidney cancer. Patients were divided into high (50%) or low (50%) expression groups. **C**–**E** Protein or RNA expression levels of *EZH2*, *SUZ12,* and *EED* were overexpressed in HCC tumors compared to non-tumor or cirrhosis tissues in four independent cohorts. *P* values were determined by unpaired *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Our focus then shifted to the specific role of EZH2 in HCC. Using transcriptome data from independent HCC cohorts (GSE25097, ICGC-LIRI-JP, and GSE14520), we ascertained that EZH2 was distinctly elevated across all HCC cohorts, accompanied by significant upregulation of the PRC2 complex subunits *SUZ12* and *EED*, of which EZH2 is a constituent (Fig. 1D and Supplementary Fig. 1C). Overexpression of SUZ12 and EED protein was also detected in KIRC tumor tissues, albeit to a lesser extent than in LIHC (Fig. 1C and Supplementary Fig. 1B). Intriguingly, a subsequent analysis using the GSE63898 cohort reaffirmed that PRC2 subunits inclusive of EZH2 displayed a higher expression in HCC than in cirrhosis, often considered an HCC precursor state (Fig. 1E). Overall, these results demonstrate that higher expression of EZH2 is intimately associated with adverse clinical outcomes in HCC.

### EZH2 inhibition reverses the gene expression program by reducing H3K27me3 levels

To assess the effect of EZH2 inhibition on H3K27me3 levels, we treated HepG2 HCC cells with tazemetostat, a selective EZH2 inhibitor, or performed EZH2 knockdown. Western blot analysis revealed a marked reduction in H3K27 mono-, di-, and tri-methylation levels following both tazemetostat treatment and siRNA-mediated EZH2 knockdown (Fig. 2A). The global reduction of H3K27me3 levels upon tazemetostat treatment in both HepG2 and Hep3B HCC cell lines was confirmed by flow cytometry (Fig. 2B). To further confirm if EZH2 target genes are indeed derepressed through H3K27me3 reduction, we evaluated gene expression levels by RT-qPCR. EZH2 inhibition restored *IGFBP4*, a tumor suppressor gene typically downregulated by EZH2 in HCC [14]. Similarly, *CDH1* and *PCK1*, known to be suppressed in HCC [48–50], showed marked upregulation in both tazemetostat-treated HCC cell lines (Fig. 2C).

**Fig. 2:**
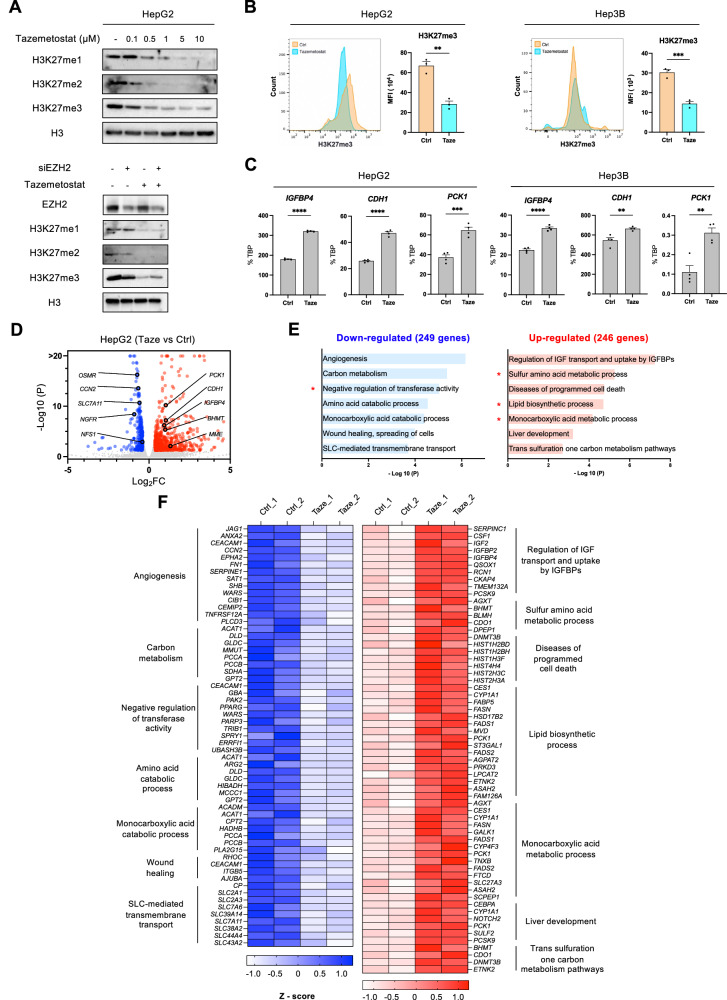
EZH2 inhibition reverses the gene expression program by decreasing H3K27me3. **A** Western blot analysis of EZH2 and H3K27 methylation levels in wild-type and EZH2-knockdown HepG2 cells treated with tazemetostat. **B** Histogram showing the levels of H3K27me3 in HepG2 and Hep3B cells treated with tazemetostat (Taze, light blue) or DMSO (Ctrl, orange). The number of cells and median fluorescent intensity (MFI) are shown (*n* = 3). **C** Transcript levels of *IGFBP4*, *CDH1*, and *PCK1* treated with tazemetostat for 48 h in HepG2 and 96 h in Hep3B (*n* = 3). **D** Volcano plot of transcriptomic changes between control and tazemetostat-treated cells, with colored dots representing genes with significant (FDR < 0.05) and greater than 1.3-fold expression changes. **E**, **F** Biological pathways of DEGs using Metascape and heatmap of GO terms related to up- or downregulated gene sets in response to EZH2 inhibition. *TBP* was used for the normalization of each cell line level. *P* values were determined by unpaired *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

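HepG2 is a human liver tumour cell line that keeps many hepatocyte genes active. Tazemetostat blocks the methyltransferase activity of EZH2, the catalytic subunit of the PRC2 complex that places H3K27me3, and leaves its mRNA in place, whereas the siRNA lowers the mRNA. RNA was sequenced from 2 libraries of untreated HepG2 cells (Ctrl) and 2 of cells treated with 5 μM tazemetostat for 48 h (Taze). The text calls the Ctrl cells untreated, while the legend of Fig. 2B names DMSO as the control for flow cytometry, so whether the Ctrl libraries received the vehicle is not stated. In a separate experiment it was sequenced from 2 libraries of cells with a control siRNA (siNC) and 2 of cells with an EZH2 siRNA (siEZH2). For the knockdown the methods give 24 h of transfection and 24 h of further incubation, while the legend of Supplementary Fig. 2A gives 24 h of knockdown. Nothing states that the 2 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.

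The methods name the TruSeq Stranded Total RNA kit, paired-end Illumina reads and, as the paper's value, an average of 28 M reads. The headers of the deposited count tables give 34.4 and 42.5 M reads for the Ctrl libraries, 40.9 and 44.7 M for Taze, 26.1 and 24.6 M for siNC and 28.8 and 28.6 M for siEZH2, on average 33.8 M. The authors aligned reads to hg38 with STAR 2.7.1a and counted them over exons with HOMER, which gave raw counts for 28256 genes in each experiment, the values tested here. Reads were counted on both strands although the kit marks the strand, so a gene cannot be told apart from one that overlaps it on the other strand. The authors' TPM values are quantile normalized in the knockdown experiment and not in the tazemetostat experiment, so TPM levels are compared within an experiment.

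Ribosomal RNA took 69.0 to 75.1% of the gene counts in the Ctrl and Taze libraries and 30.1 to 33.6% in the siNC and siEZH2 libraries. The other genes had 16831591 to 19599191 and 19519618 to 22505672 counts per library. The replication-dependent histone genes of the HIST clusters, most of whose mRNAs carry no poly(A) tail, had 10803 to 14420 CPM relative to protein-coding counts in the tazemetostat experiment and 36.7 to 67.0 in the knockdown experiment. Small structural RNAs, those of the signal recognition particle and 7SK among them, had 42910 to 56489 and 13.5 to 16.9 on the same scale.

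In each experiment the 2 groups were compared with edgeR's quasi-likelihood test, with TMM normalization, a filter on low counts and Benjamini-Hochberg adjustment. A gene is described as having risen or fallen where its adjusted p was below 0.05, its fold change at least 1.3 and its mean TPM above 1.5 in at least 1 group, after the paper's thresholds. Standard errors are the absolute log2 fold change divided by the square root of the test's F. Lists of genes set down before the data were examined were compared with all other tested genes by camera from limma at a preset correlation between genes of 0.01, with adjustment over 62 tests. When camera estimated the correlation from these libraries, none of the 62 tests passed (lowest adjusted p = 0.337). Of them, 7 had an unadjusted p under 0.05, with few residual degrees of freedom. For mitosis genes with the knockdown the estimate was 0.0095, under the preset 0.01, yet the camera p went from 1.16e-14 to 0.0162. For cholesterol synthesis genes with tazemetostat it was -0.00031, with camera p of 4.97e-05 and 0.0463. A higher correlation is therefore not why p rose for these lists. Other lists had estimates above the preset, such as 0.739 for HIST histone genes with tazemetostat. Several lists hold genes shown in Fig. 2F, which the study picked from the tazemetostat libraries. Every gene of angiogenesis, amino acid catabolism, fatty acid synthesis and fatty acid oxidation called in Taze cells was among them. Tests of these lists in Taze cells are therefore not independent evidence.

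**Figure D1:**
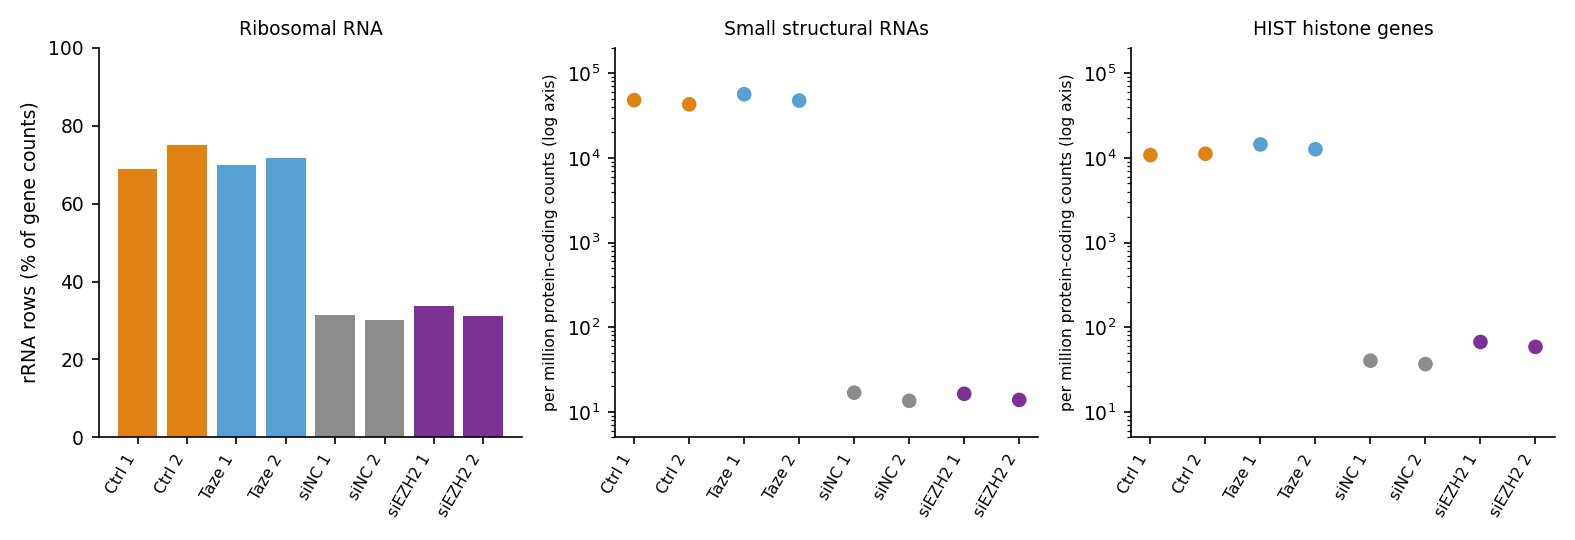
Share of gene counts on ribosomal RNA rows in percent (left, bars), and small structural RNAs (middle) and histone genes of the HIST clusters (right) in CPM relative to protein-coding counts on a log axis, for each of the 8 libraries (points). The 4 libraries of the tazemetostat experiment lie above the 4 of the knockdown experiment in all 3 panels. A read in several copies of a gene is counted in each, so the shares are of counts and not of reads.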

To gain a comprehensive understanding of the transcriptional dynamics induced by the inhibition of EZH2-mediated H3K27me3, we performed RNA sequencing on an HCC cell line treated with tazemetostat, as well as with EZH2 knockdown (Supplementary Fig. 2A). 

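In tazemetostat-treated cells 262 genes rose and 226 fell of 14755 tested. The gains were led by genes nearly silent in untreated cells. *HEY1*, a transcriptional repressor downstream of Notch, went from 0.173 ± 0.103 to 1.64 ± 0.111 TPM (mean ± SD, n = 2 libraries each), a log2 fold change of 3.15 (standard error 0.31, adjusted p = 1.63e-07) by edgeR's quasi-likelihood test. The cartilage collagen gene *COL2A1* rose by 2.81 (standard error 0.19, adjusted p = 2.15e-10) on the log2 scale by the same test. Among the falls were the immediate early transcription factor *EGR1*, with a log2 fold change of -1.42 (standard error 0.20, adjusted p = 3.12e-05), the junction protein *ESAM*, with -1.32 (adjusted p = 0.000891), and *ANKRD1*, a nuclear ankyrin-repeat protein, with -1.15 (adjusted p = 2.42e-08), each by edgeR's quasi-likelihood test. *EZH2* mRNA itself was 6.82 ± 0.127 TPM in Ctrl and 8.0 ± 0.293 TPM in Taze libraries (SD, n = 2), with a log2 fold change of 0.17 (standard error 0.09, adjusted p = 0.30), and none of the 11 tested genes of PRC2 subunits passed the test (camera adjusted p = 0.992).

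Of 61 tested histone genes of the HIST clusters 10 rose and none fell (10 adjusted over the list alone), with a median log2 fold change of 0.24 and a camera adjusted p of 7.56e-09. Reads that fall in several copies are counted in each, so *HIST2H3C* and *HIST2H3A*, both among the 10, may share reads. So may *HIST2H2AA3* and *HIST2H2AA4*, both called in siEZH2 cells. With an estimated correlation this list had an adjusted p = 0.531, and the number that rose was 5 without Ctrl replicate 1, 6 without Taze replicate 1, 20 without Taze replicate 2 and 5 with library totals alone. Relative to protein-coding counts the HIST genes together had 10803 and 11189 CPM in Ctrl and 14420 and 12653 CPM in Taze libraries, replicate 1 first. Small structural RNAs, which also lack a poly(A) tail, had 48057 and 42910 CPM in Ctrl and 56489 and 47528 CPM in Taze libraries, with Taze replicate 1 highest for both classes, and snoRNAs 4590 and 4467 against 4658 and 4490 CPM. The list of small structural RNAs did not pass camera (adjusted p = 0.0914) except without Taze replicate 2 (0.0209) or with the replicate number as a block (0.0271). *HIST1H3F*, which encodes histone H3.1, rose from 0.568 ± 0.0636 to 6.42 ± 1.4 TPM (SD, n = 2), a log2 fold change of 3.43 (standard error 0.34). With library totals alone setting the scale, 104 genes rose and 24 fell, which is 81.2% upward against 53.7% with TMM. The median log2 fold change of all tested genes moved from 0.01 to 0.10. Ribosomal RNA rows make up most of the library totals in this experiment, so that scale mostly follows ribosomal RNA.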

Our examination focused on 495 differentially expressed genes (DEGs), comprising 246 upregulated and 249 downregulated genes (FDR < 0.05, 1.3-fold difference in expression, and TPM > 1.5) when comparing the transcriptomic profiles of tazemetostat-treated and untreated cells (Fig. 2D). 

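*OSMR*, the receptor subunit for the inflammatory cytokine oncostatin M, fell from 9.98 ± 0.722 TPM in untreated to 6.29 ± 0.332 TPM in tazemetostat-treated cells (mean ± SD, n = 2 libraries each), a log2 fold change of -0.72 (standard error 0.07, adjusted p = 4.28e-07) by edgeR's quasi-likelihood test. *CCN2*, a matrix protein that promotes fibrosis, fell by the same test with a log2 fold change of -0.65 (standard error 0.07, adjusted p = 1.65e-06), and *NGFR*, the low-affinity neurotrophin receptor, with -0.90 (standard error 0.13, adjusted p = 6.00e-05). Of the exon bases of *CCN2* and *NGFR* 11.9% and 27.2% overlap exons on the opposite strand. *MME*, which encodes the membrane peptidase neprilysin, had a log2 fold change of 1.33 (standard error 0.37, adjusted p = 0.0209) by edgeR's quasi-likelihood test, at 0.0955 ± 0.0304 TPM in Ctrl and 0.251 ± 0.0735 TPM in Taze libraries (SD, n = 2), below the expression threshold. All 10 genes marked in Fig. 2D had an adjusted p under 0.05. Of these, 3 rose, 5 fell and 2, *MME* and *CDH1*, stayed below the TPM threshold. The study chose these 10 genes from the same libraries, so their count is not independent evidence. The fall of *CCN2* had an edgeR adjusted p = 0.0873 when library totals alone set the scale.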

A subset of these DEGs, influenced by the cessation of EZH2 activity, is highlighted in the volcano plot (Fig. 2D). 

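*IGFBP4*, *CDH1* and *PCK1* were each higher in tazemetostat-treated cells. *IGFBP4*, a secreted protein that binds and holds insulin-like growth factors, went from 1.56 ± 0.0346 TPM in Ctrl to 3.13 ± 0.00212 TPM in Taze libraries (mean ± SD, n = 2 each), a log2 fold change of 0.94 (standard error 0.16, adjusted p = 0.000282) by edgeR's quasi-likelihood test. *PCK1*, the enzyme that commits carbon to gluconeogenesis, went from 1.12 ± 0.11 to 2.41 ± 0.162 TPM (SD, n = 2), a log2 fold change of 1.04 (standard error 0.14, adjusted p = 1.32e-05) by the same test. The epithelial adhesion gene *CDH1* lies on chromosome 16 of hg38 from 68737292 to 68835536. It had 0.642 ± 0.0721 TPM in Ctrl and 1.38 ± 0.0629 TPM in Taze libraries (SD, n = 2), with a log2 fold change of 1.04 (standard error 0.16, adjusted p = 0.000137) by edgeR's quasi-likelihood test. Its mean stays under the TPM threshold of 1.5 in both groups.

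Of 13 tested genes of the IGF system, 3 rose and none fell (3 adjusted over the list alone), namely *IGFBP4*, the growth factor *IGF2* and the binding protein *IGFBP2* (camera adjusted p = 0.00231, or adjusted p = 0.406 with an estimated correlation). *IGFBP2* had a log2 fold change of 1.42 (adjusted p = 0.00318) by edgeR's quasi-likelihood test and *IGF2* one of 0.41 (adjusted p = 0.000418). The exons of *IGF2* are shared over 43.2% of their bases with other genes on the same strand, and its rise had an adjusted p = 0.212 with library totals alone and was 0.29, under 1.3-fold, without Taze replicate 1.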

Consistent with the RT-qPCR observations, our RNA-seq findings validated the significant derepression of *IGFBP4, CDH1*, and *PCK1* upon EZH2 inhibition (Supplementary Fig. 2B). Additionally, RNA-seq analysis from EZH2 knockdown experiments, directly targeting *EZH2* expression, identified 843 upregulated and 646 downregulated genes (Supplementary Fig. 2C, D). 

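*EZH2* mRNA, the target of the siRNA, was at 17.1 and 17.0 TPM in the 2 siNC libraries and 4.37 and 3.98 TPM in the 2 siEZH2 libraries, a log2 fold change of -2.03 (standard error 0.09, adjusted p = 2.99e-20) by edgeR's quasi-likelihood test. In these cells 873 genes rose and 686 fell of 14200 tested. The largest gains included *ERP27*, a chaperone of the endoplasmic reticulum, with a log2 fold change of 3.43 (standard error 0.29), the secreted Wnt antagonist *DKK4*, with 3.06 (standard error 0.25), and *SLC22A7*, an organic anion transporter of hepatocytes, with 1.99 (standard error 0.15). *WNT7B*, a Wnt ligand, had the largest fall, from 1.61 ± 0.243 to 0.183 ± 0.124 TPM (mean ± SD, n = 2), and the secretory protein *VGF* followed with a log2 fold change of -2.82 (standard error 0.30).

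Of 11 tested genes of PRC2 subunits 2 fell and none rose (2 adjusted over the list alone), *EZH2* and *PHF19*, a subunit that recruits the complex to chromatin, with a log2 fold change of -0.65 (adjusted p = 3.22e-08) by edgeR's quasi-likelihood test. The camera adjusted p of the list was 0.00454, and 0.406 as an adjusted p with an estimated correlation. Of the 10 genes marked in Supplementary Fig. 2D, which the study chose from these libraries, 4 rose, 5 fell and *PCK1* did not reach the TPM threshold. They include the fall of *IL4R*, a cytokine receptor subunit, with a log2 fold change of -0.47 (adjusted p = 4.86e-06), and of the matrix protein *CCN1*, with -0.54 (adjusted p = 7.85e-05), both by edgeR's quasi-likelihood test. Without siEZH2 replicate 1 *IL4R* had -0.35, under 1.3-fold. *PCK1* had 0.38 ± 0.0163 TPM in siNC and 1.44 ± 0.281 TPM in siEZH2 libraries (SD, n = 2), with a log2 fold change of 1.98 (adjusted p = 3.83e-09) by the same test.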

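Inhibitor and siRNA shared called genes in both directions. *AXL*, a receptor tyrosine kinase, had a log2 fold change of -1.10 (standard error 0.16, adjusted p = 7.85e-05) with tazemetostat and -1.12 (standard error 0.10, adjusted p = 9.18e-12) with the knockdown by edgeR's quasi-likelihood test. *AREG*, a ligand of the EGF receptor, fell by 1.13 and 0.68 on the log2 scale, and *EGR1* fell in the knockdown with -0.50 (adjusted p = 3.24e-05) by edgeR's quasi-likelihood test. *TRIM50*, a ubiquitin ligase, rose in both, by 0.77 and 1.14. *ESAM* fell in siEZH2 cells with a log2 fold change of -0.71 (adjusted p = 6.69e-08) by edgeR's quasi-likelihood test.

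Over the 13812 genes tested in both experiments, 250 rose with tazemetostat and 872 with the knockdown, of which 55 rose in both, against 15.8 for independent lists (Fisher's exact test, two-sided p = 1.53e-16, odds ratio 4.40). Of 226 and 679 that fell, 38 fell in both, against 11.1 (p = 2.24e-11 by the same exact test, odds ratio 4.08). The 13812 genes include some at or under the TPM threshold, which could not be called, and this lowers the numbers for independent lists. With no TPM threshold 102 genes rose in both, against 37.6 for independent lists (odds ratio 3.40). On that basis 43 fell in both, against 14.0 (odds ratio 3.63). The shared rises numbered 34 without Ctrl replicate 2, 30 with the DESeq2 Wald test and 21 with library totals alone. The 2 directions crossed for 35 genes, 19 higher with tazemetostat and lower with the knockdown and 16 the other way. No number for independent lists was computed for them. *MATN3*, a cartilage matrix protein, was one of them, with a log2 fold change of -1.13 (adjusted p = 2.37e-11) and 0.52 (adjusted p = 1.13e-09) by edgeR's quasi-likelihood test. Across all 13812 genes, which are not independent replicates, the 2 log2 fold changes had a Pearson r of 0.0429 and a Spearman rho of 0.0143, and 50.3% had the same sign. The Pearson r was 0.106 without siNC replicate 2 and 0.0139 without siEZH2 replicate 2. Among the 1899 genes called in at least 1 experiment the Pearson r was 0.121 and 52.6% had the same sign. When library totals alone set the scale, 33 genes were called in both in the same direction, against 93.

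**Figure D2:**
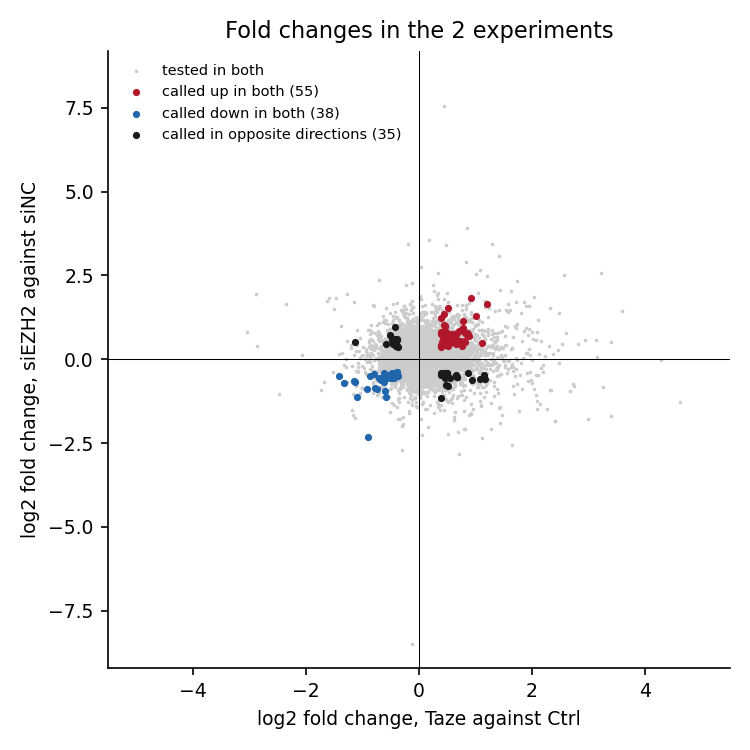
Log2 fold change of each of the 13812 genes tested in both experiments, Taze against Ctrl on the horizontal axis and siEZH2 against siNC on the vertical axis. Red points are the 55 genes called up in both, blue points the 38 called down in both and black points the 35 called in opposite directions. The grey points, all other genes, form no diagonal.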

We found that 54 upregulated and 39 downregulated genes were regulated by both tazemetostat and EZH2 knockdown (Supplementary Fig. 2F).

To elucidate the influence of EZH2-mediated H3K27me3 on biological pathways, we conducted a GO analysis using DEGs. 

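Genes of cholesterol synthesis were raised with both treatments, while those of fatty acid oxidation went in opposite directions. Of 23 tested genes of cholesterol synthesis 17 rose and none fell in siEZH2 cells, against 2 that rose and none that fell in Taze cells (17 and 2 adjusted over the list alone), with camera adjusted p of 3.79e-09 and 0.000257. With an estimated correlation both comparisons had an adjusted p = 0.337. *MVD*, the mevalonate diphosphate decarboxylase, rose with a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.00115) in Taze and 0.56 (standard error 0.08, adjusted p = 2.86e-07) in siEZH2 cells by edgeR's quasi-likelihood test. Without Taze replicate 1, where *MVD* had 0.38 and was under 1.3-fold, 1 gene of the list rose with tazemetostat, as with library totals alone. *MSMO1*, a sterol oxidase of the pathway, rose by 1.15 (standard error 0.06) in siEZH2 cells.

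Of 18 tested genes of fatty acid synthesis 3 rose and none fell in each comparison (3 and 3 adjusted over the list alone). They were the desaturases *FADS1* and *FADS2* and the synthase *FASN* with tazemetostat (*FASN* log2 fold change 0.49 (adjusted p = 7.85e-05) by edgeR's quasi-likelihood test), and *ACSS2*, *MLXIPL* and *ACACB* with the knockdown (*ACSS2* 0.77 (adjusted p = 3.34e-10)). The camera adjusted p was 0.029 and 0.0216, or adjusted p = 0.406 and 0.337 with an estimated correlation. With tazemetostat it was above the threshold without any of the 4 libraries (0.336 without Ctrl replicate 1, 0.094 without Ctrl replicate 2, 0.0902 without Taze replicate 1 and 0.0513 without Taze replicate 2). *FADS1* was under 1.3-fold without Ctrl replicate 1 (0.35) or Taze replicate 2 (0.37), and *FASN* without Taze replicate 1 (0.38). With the knockdown the list's adjusted p was 0.0506 without siNC replicate 2, and the rise of *ACACB* had an adjusted p of 0.0596 without siNC replicate 1 and 0.13 without siEZH2 replicate 2.

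Of 35 tested genes of sulfur amino acid metabolism 2 rose and 1 fell with tazemetostat (the same counts adjusted over the list alone), namely *BHMT* and *CDO1* upward and *SQOR*, a mitochondrial sulfide oxidase, downward with a log2 fold change of -0.54 (adjusted p = 0.00306) by edgeR's quasi-likelihood test. The list as a whole did not pass (camera adjusted p = 0.726). With the knockdown 6 of the 35 rose and 3 fell (6 and 3 adjusted over the list alone). *MAT1A*, the methionine adenosyltransferase of adult liver, rose by 0.62 (standard error 0.06, adjusted p = 5.19e-11) on the log2 scale by edgeR's quasi-likelihood test, while its counterpart *MAT2A* had -0.54 (adjusted p = 1.56e-09). The camera adjusted p was 0.0241, with an adjusted p = 0.337 for an estimated correlation and 0.0519 without siNC replicate 2.

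Of 26 tested genes of fatty acid oxidation, a part of monocarboxylic acid metabolism, 4 fell and none rose with tazemetostat, and 10 rose and none fell with the knockdown (4 and 10 adjusted over the list alone), with camera adjusted p of 0.00456 and 1.50e-08. With an estimated correlation the adjusted p = 0.337 in both. The paper's monocarboxylic acid term came from GO analysis of its raised genes, so this list of oxidation genes does not test it. *HADHB*, a subunit of the mitochondrial trifunctional protein, had a log2 fold change of -0.42 (adjusted p = 0.000118) in Taze cells and *CPT1A*, the gate of fatty acid entry into mitochondria, 1.00 (adjusted p = 6.33e-14) in siEZH2 cells by edgeR's quasi-likelihood test. The median of the list differed between the experiments by 0.52, knockdown minus tazemetostat (camera on the difference, adjusted p = 2.97e-10, and adjusted p = 0.0799 with an estimated correlation). Without Ctrl replicate 2 the number that fell with tazemetostat was 1. On the scale of library totals alone *BHMT* and *CDO1* were called with tazemetostat, and no gene of fatty acid synthesis or oxidation was. *SQOR* and *MVD* then had adjusted p of 0.381 and 0.0969 by edgeR's quasi-likelihood test. Of the exon bases of *SQOR* 30.0% are shared with other genes on the same strand, and 12.5% of those of *MAT2A* overlap exons on the opposite strand.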

Our analysis revealed that genes associated with metabolic pathways, including sulfur amino acid and monocarboxylic acid metabolism, as well as lipid biosynthetic processes, were predominantly increased by tazemetostat treatment and EZH2 knockdown (Fig. 2E and Supplementary Fig. 2E). In contrast, genes downregulated upon tazemetostat treatment were enriched in GO terms related to angiogenesis, wound healing, and amino acid metabolism, while genes downregulated upon EZH2 knockdown were mostly associated with the cell cycle (Fig. 2E and Supplementary Fig. 2E). 

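Tazemetostat lowered genes of angiogenesis, of wound healing and cell migration, and of amino acid catabolism. The EZH2 siRNA lowered genes of DNA replication and mitosis. The lists of angiogenesis, wound healing and amino acid catabolism hold genes of Fig. 2F, so their falls in Taze cells are not independent evidence. Of 33 tested angiogenesis genes 8 fell and none rose in Taze cells (8 adjusted over the list alone, camera adjusted p = 0.00454, or adjusted p = 0.337 with an estimated correlation). Among them were *CCN2*, the ephrin receptor gene *EPHA2*, with a log2 fold change of -0.61 (standard error 0.08, adjusted p = 1.32e-05), and the Notch ligand *JAG1*, with -0.42 (standard error 0.07, adjusted p = 0.000153), by edgeR's quasi-likelihood test (*JAG1* -0.37, under 1.3-fold, without Taze replicate 2). Of 27 tested genes of wound healing and cell migration 9 fell and 1 rose (10 and 1 adjusted over the list alone, camera adjusted p = 8.45e-05, with adjusted p = 0.337 for an estimated correlation). *ITGA2*, the collagen-binding integrin subunit, had a log2 fold change of -0.60 (adjusted p = 6.46e-06) and the metalloproteinase inhibitor *TIMP1* -0.72 (adjusted p = 0.00012) by edgeR's quasi-likelihood test, and the TGF-β receptor gene *TGFBR1* was the 1 that rose. Its rise was not called without Ctrl replicate 1 or without Taze replicate 1 (0 genes of the list then rose). Of 18 tested targets of YAP/TAZ-TEAD 3 fell, *ANKRD1*, *CCN2* and *AXL*, and none rose (3 adjusted over the list alone, camera adjusted p = 0.0169, or adjusted p = 0.337 with an estimated correlation).

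Of 44 tested genes of amino acid catabolism 8 fell and 2 rose with tazemetostat (8 and 2 adjusted over the list alone). *GPT2*, the mitochondrial alanine aminotransferase, had a log2 fold change of -0.49 (adjusted p = 2.00e-05) and *HIBADH*, an enzyme of valine breakdown, -0.55 (adjusted p = 0.000147) by edgeR's quasi-likelihood test, while *FTCD* of histidine breakdown and *AGXT* of glyoxylate metabolism rose. The camera adjusted p was 0.000295, and adjusted p = 0.337 with an estimated correlation. The number that fell was 5 without Ctrl replicate 1, and 1 gene of the list rose when any 1 of the 4 libraries was left out.

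In siEZH2 cells 21 of 30 tested genes of mitosis and 12 of 30 of DNA replication and the G1/S transition fell, with camera adjusted p of 7.20e-13 and 4.84e-06 (21 and 12 adjusted over each list alone). With an estimated correlation these were adjusted p = 0.337 and 0.406. *CCND1*, the cyclin that starts G1 progression, had a log2 fold change of -1.42 (standard error 0.06, adjusted p = 3.83e-22), the replicative helicase subunit *MCM3* -0.94 (standard error 0.06, adjusted p = 1.17e-16) and *TPX2*, a spindle assembly factor, -0.52 (standard error 0.05, adjusted p = 9.96e-10) by edgeR's quasi-likelihood test. *CCNE1*, the cyclin of the G1/S transition, rose by 0.42 (adjusted p = 0.000683) by edgeR's quasi-likelihood test and was not called without siNC replicate 1 or without siEZH2 replicate 2. In Taze cells none of the mitosis genes was called and *CCNE1* alone of the G1/S genes, with median log2 fold changes of 0.14 and 0.12 (camera adjusted p = 0.00187 and 0.00426 upward, or 0.387 and 0.45 as adjusted p with an estimated correlation). Without Ctrl replicate 1 these were 0.121 and 0.15, the G1/S list had 0.0628 without Taze replicate 1, and *CCNE1* was not called without Ctrl replicate 1, Ctrl replicate 2 or Taze replicate 1. The 2 experiments differed by -0.54 for mitosis and -0.42 for G1/S in median log2 fold change, knockdown minus tazemetostat (camera on the difference, adjusted p = 3.13e-17 and 2.98e-09, or adjusted p = 0.0799 and 0.166 with an estimated correlation).

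The vessel and wound genes fell in siEZH2 cells too, 6 of 33 and 7 of 28, with camera adjusted p of 0.0232 and 0.000193 (6 and 8 adjusted over each list alone, and adjusted p = 0.337 for both with an estimated correlation), and *NRP1*, a co-receptor for VEGF, rose except without siNC replicate 1, where 0 genes of that list rose. The YAP/TAZ-TEAD targets fell likewise, 3 of 18, with camera adjusted p = 0.00454, or 0.337 as an adjusted p with an estimated correlation. The angiogenesis list had an adjusted p of 0.0506 without siNC replicate 2 and 0.051 without siEZH2 replicate 2. On the scale of library totals alone 1 angiogenesis gene, 1 wound healing gene and no gene of amino acid catabolism fell with tazemetostat. No gene of wound healing, amino acid catabolism or G1/S, *CCNE1* included, rose with tazemetostat on that scale.

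**Figure D3:**
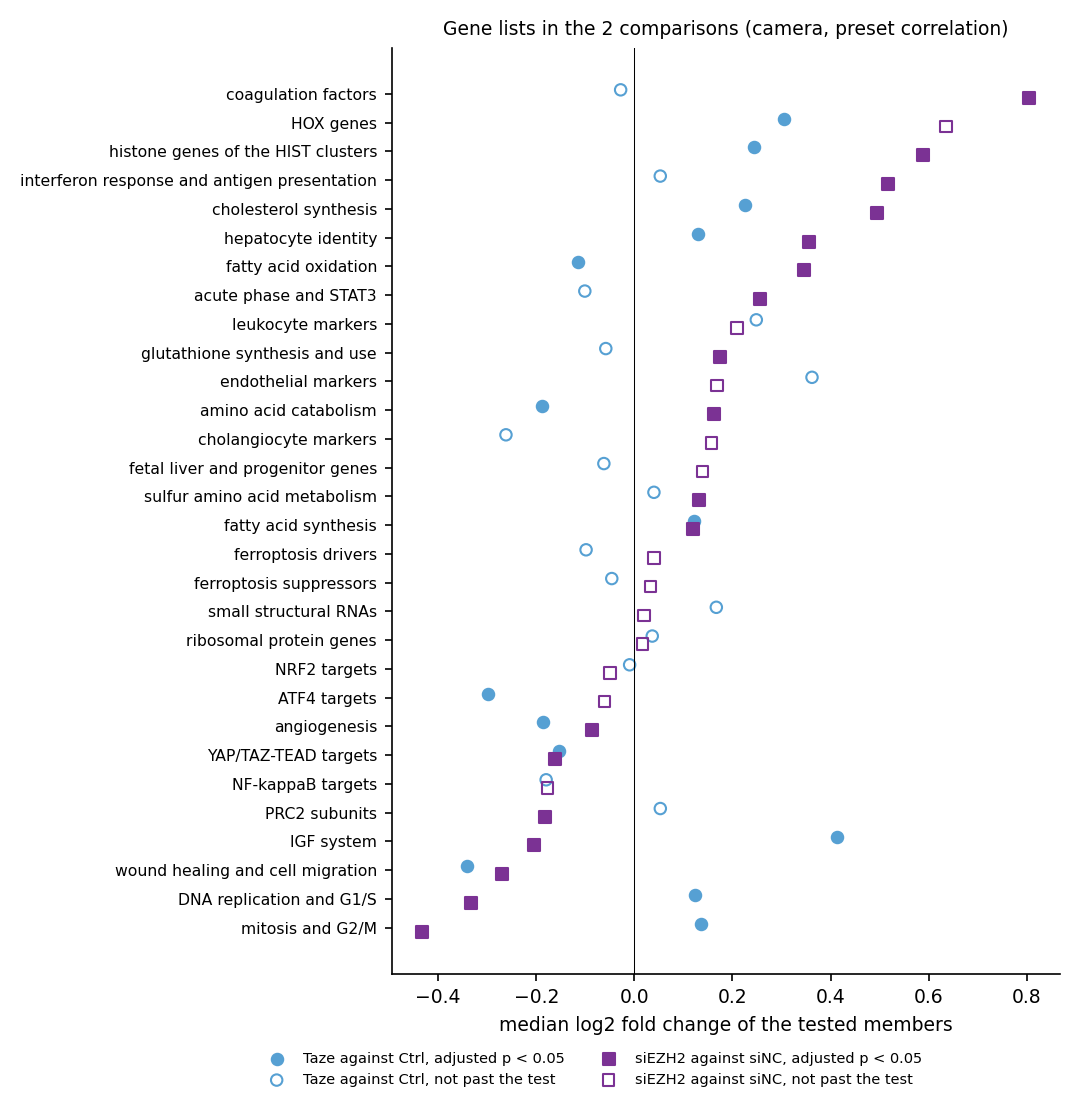
Median log2 fold change of the tested members of each gene list reported (horizontal axis), for Taze against Ctrl (blue circles) and siEZH2 against siNC (purple squares). Filled symbols passed camera at a preset correlation with an adjusted p under 0.05. The lists of mitosis and of DNA replication lie below 0 with the knockdown and above 0 with tazemetostat.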

A heatmap visualizes the expression profiles of representative genes of each GO category (Fig. 2F). 

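Of the 49 genes that Fig. 2F shows as lowered, 48 fell in Taze cells, with a median log2 fold change of -0.47 over the 49. *SPRY1* and *ERRFI1*, which restrain growth factor receptor signalling, had log2 fold changes of -0.53 (adjusted p = 0.00714) and -0.40 (adjusted p = 0.00020) by edgeR's quasi-likelihood test. *PCCA*, a subunit of propionyl-CoA carboxylase, had -0.38 (adjusted p = 0.020) by the same test, below the 1.3-fold threshold. Of the 47 genes shown as raised, 46 rose, with a median of 0.61, and the histone gene *HIST1H2BD* had 0.18 (adjusted p = 0.125) by edgeR's quasi-likelihood test. In siEZH2 cells 12 of the 49 lowered genes fell, 4 rose (*ACADM*, *CPT2*, *SLC44A4* and *SLC43A2*) and 33 were not called, and 35 differed from tazemetostat in the test of the difference. Of the raised genes 42 could be tested there, and 11 rose, 3 fell (*CSF1*, *IGFBP4* and *TNXB*) and 28 were not called. In the test of the difference, which was not limited to these 42, 21 of the 47 differed. The rise of *CPT2* in siEZH2 cells had an adjusted p of 0.103 without siNC replicate 1, and was 0.37, under 1.3-fold, without siEZH2 replicate 2. With tazemetostat the fall of *CPT2* had adjusted p of 0.112, 0.118 and 0.0915 without Ctrl replicate 1, Ctrl replicate 2 or Taze replicate 1, and that of *ACADM* was under 1.3-fold without Ctrl replicate 2 or Taze replicate 2 (-0.37 and -0.37). The study picked these genes from the tazemetostat libraries, so the tallies in Taze cells are not independent evidence. On the scale of library totals alone, 22 of the 47 rose and 2 of the 49 fell.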

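*CEBPA*, the C/EBP family member that drives hepatocyte differentiation, rose in tazemetostat-treated cells from 9.12 ± 0.496 to 14.8 ± 0.101 TPM (mean ± SD, n = 2), a log2 fold change of 0.64 (standard error 0.08, adjusted p = 5.77e-06) by edgeR's quasi-likelihood test. Of its exon bases 43.9% overlap exons on the opposite strand. The mRNAs of *HNF4A*, the nuclear receptor of hepatocytes, and *MYC* had log2 fold changes of 0.12 (adjusted p = 0.271) and 0.17 (adjusted p = 0.126) by the same test and were not called. Nor were those of the NF-κB subunits *NFKB1* and *RELA*, at -0.18 (adjusted p = 0.178) and -0.15 (adjusted p = 0.373), or of *STAT3*, at 0.04 (adjusted p = 0.774).

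The lists of NF-κB targets and of acute phase and *STAT3* genes gave no pass in Taze cells. Of 14 NF-κB targets none was called (camera adjusted p = 0.143). Of 16 acute phase and *STAT3* genes 4 fell, *OSMR*, *CP*, *FGL1* and *SERPINA3*, and the hepcidin gene *HAMP* rose (4 and 1 adjusted over the list alone, camera adjusted p = 0.0506). This list passed without Ctrl replicate 2 (adjusted p = 0.0235), where *HAMP* was not called, nor was it without Taze replicate 1. The number that fell was 2 without Ctrl replicate 1, where *SERPINA3* had an adjusted p = 0.114 and *FGL1* a fold change under 1.3, and 1 with library totals alone. *FGL1* was under 1.3-fold also without Taze replicate 1 (log2 -0.31).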

TRRUST analysis of DEGs predicted the involvement of transcription factors MYC, C/EBP, and HNF4A in upregulated genes, while NFκB, TP53, and STAT3 were predicted to regulate downregulated genes (Supplementary Fig. 2G). Taken together, our data suggest that EZH2 inhibition leads to a decrease in H3K27me3 levels, thereby reshaping gene expression profiles in HCC. 

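Of 27 tested targets of NRF2, the transcription factor of the oxidative stress response, 2 rose and 1 fell in tazemetostat-treated cells (2 and 1 adjusted over the list alone), and the list did not stand apart from other genes (camera adjusted p = 0.622, with a median log2 fold change of -0.01 and a mean above 0). *HMOX1*, the heme-degrading oxygenase, rose by 0.40 (standard error 0.09, adjusted p = 0.00458) on the log2 scale by edgeR's quasi-likelihood test, and *OSGIN1*, a growth inhibitor induced by oxidative stress, by 0.47 (adjusted p = 0.00658). The gene that fell was *SLC7A11*. Without Ctrl replicate 2 the rises of *HMOX1* and *OSGIN1* had adjusted p of 0.103 and 0.0834, and with library totals alone 0.228 and 0.145. Without Taze replicate 1 no target was called upward, with *HMOX1* at 0.32 and *OSGIN1* at 0.36, under 1.3-fold. The number that fell was 2 without Ctrl replicate 2, Taze replicate 1 or Taze replicate 2 and 0 with library totals alone.

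In siEZH2 cells 4 of 27 NRF2 targets rose and 1 fell (4 and 1 adjusted over the list alone, camera adjusted p = 0.883, median -0.05 and mean 0.02), with *HMOX1* at a log2 fold change of 0.82 (adjusted p = 4.83e-12) and the epoxide hydrolase *EPHX1* at 0.64 (adjusted p = 1.68e-09) by edgeR's quasi-likelihood test.

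Of 23 tested genes of glutathione synthesis and use 1 rose and 1 fell with tazemetostat (the same counts adjusted over the list alone, camera adjusted p = 0.143). *GLRX*, the glutaredoxin that reduces glutathionylated proteins, had a log2 fold change of -0.66 (adjusted p = 3.10e-05) by edgeR's quasi-likelihood test and an adjusted p = 0.0983 with library totals alone, and 2 genes of the list fell without Ctrl replicate 2 or Taze replicate 2. The glutathione transferase gene *GSTA1* rose 2.29-fold (adjusted p = 0.0175) by edgeR's quasi-likelihood test, with adjusted p of 0.205 without Ctrl replicate 2 and 0.084 without Taze replicate 2. With the knockdown 6 of 22 rose and none fell (6 adjusted over the list alone), *GSTA1* among them. The log2 fold change of *GSTA1* there was 1.66 (adjusted p = 7.12e-08) by edgeR's quasi-likelihood test. The camera adjusted p was 0.0317, with adjusted p = 0.435 for an estimated correlation, 0.0839 without siNC replicate 1 and 0.095 without siEZH2 replicate 1.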

Notably, the impact of EZH2 inhibition is manifest across pathways related to sulfur amino acid and lipid metabolism, wound healing, angiogenesis, and oxidative stress response, highlighting the integral role of EZH2-mediated H3K27me3 in orchestrating diverse biological processes in HCC.

### EZH2-mediated H3K27me3 regulates SAA metabolic gene expression in HCC

To unravel the intricate mechanisms governing the gene expression program influenced by EZH2-mediated histone modifications in HCC, we performed CUT&Tag experiments to map H3K27me3 in the HepG2 cell line under conditions of EZH2 inhibition using tazemetostat, as well as EZH2 knockdown. Our CUT&Tag data were validated by comparison with ENCODE H3K27me3 ChIP-seq data, revealing a significant overlap of 70% (68,182 peaks), also identifying an additional 143,228 peaks (Supplementary Fig. 3A, B). We identified two distinct clusters of genomic regions (C1 and C2) differentially regulated by EZH2 inhibition. The C1 cluster is characterized by chromatin regions where enriched H3K27me3 in the control was reduced upon EZH2 inhibition (Fig. 3A). In contrast, the C2 cluster displayed H3K27me3 levels that were not changed by EZH2 inhibition, suggesting regions insensitive to the EZH2 inhibitor (Fig. 3A). We confirmed the enrichment of H3K27me3 and EZH2 at the promoters of *CARF* and *NTF3* through our CUT&Tag and ENCODE ChIP-seq datasets (Fig. 3B). Upon treatment with tazemetostat, H3K27me3 levels were significantly reduced at the promoters of genes in the C1 cluster, such as *BHMT* and *CDO1* (Fig. 3A–C). Consistently, reductions in H3K27me3 levels were observed under EZH2 knockdown (Supplementary Fig. 3C–E). The peaks within each cluster (C1 and C2) were found to occupy varying proportions of regions, including intergenic, intronic, and promoter regions (Fig. 3D).

**Fig. 3:**
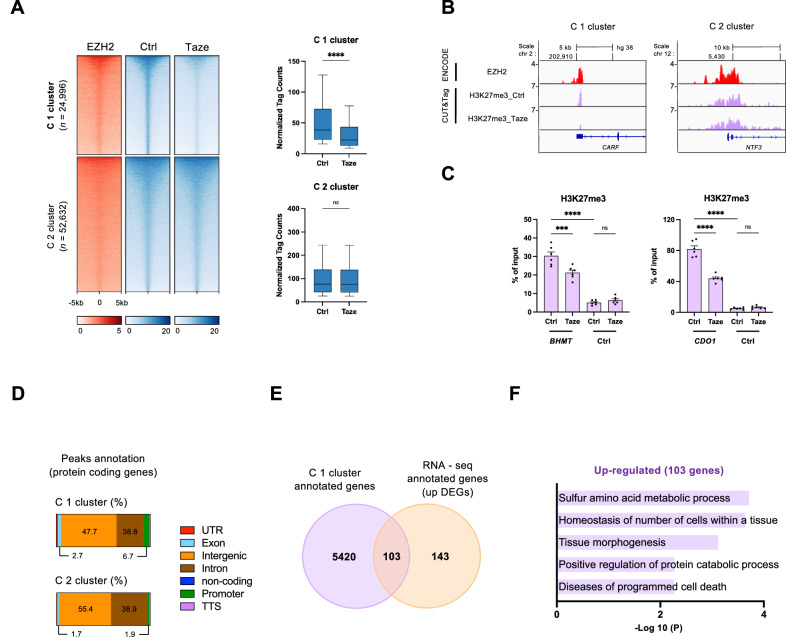
EZH2-mediated H3K27me3 regulates SAA metabolic processes in HCC. **A** Heatmap showing decreased H3K27me3 regions defined by CUT&Tag in two clusters (left panel). The bar plot shows the normalized tag counts in each cluster (right panel); ****p < 0.0001; unpaired *t*-test. **B** Representative IGV tracks displaying normalized tag density profiles at *CARF* and *NTF3*. **C** H3K27me3 levels at the promoter region of indicated genes were measured by CUT&Tag-qPCR analysis performed on HepG2 cells. Ctrl represents an intergenic region of chromosome 5 without H3K27me3 and serves as a negative control; ***p < 0.001, ****p < 0.0001; Ordinary one-way ANOVA. **D** The genomic distribution of protein-coding genes from annotated peaks in each cluster was determined using HOMER. **E** Venn diagram showing the number of overlapping genes between C1 cluster and the upregulated DEGs from RNA-seq. **F** GO analysis was performed with the intersected 103 genes using Metascape.

To delineate a core set of genes suppressed by EZH2-mediated transcriptional repression, we intersected the genes associated with the C1 cluster, enriched for H3K27me3, with the upregulated genes from our RNA-seq analysis upon EZH2 depletion (Fig. 2D), revealing 103 candidate genes (Fig. 3E). A subsequent GO analysis performed on these 103 genes uncovered potential biological functions, including sulfur amino acid and protein metabolic process, that are modulated by EZH2-H3K27me3-mediated gene expression (Fig. 3F). Notably, we detected a consistent alignment with the SAA metabolism process, as illustrated in Fig. 2E. These findings suggest that EZH2-driven H3K27me3 predominantly silences genes essential to certain metabolic pathways, exerting influence through epigenetic modifications in HCC.

### Enhanced chromatin accessibility upon EZH2 inhibition leads to gene derepression

To unravel the chromatin alterations that enable gene derepression following EZH2 inhibition, we conducted ATAC-seq, identifying three distinct clusters. Strikingly, the T1 cluster (n = 12,435) displayed pronounced augmentation in chromatin accessibility upon tazemetostat treatment (Fig. 4A). Motif analysis revealed a cluster-specific enrichment of TF binding sites (Fig. 4B, upper panels). Within the T1 cluster, there was a notable enrichment of HNF4 motifs (*p* = 1 ×10^-485^), a known tumor suppressor involved in hepatocyte differentiation, along with CEBP (*p* = 1 × 10^−155^) and ATF (*p* = 1 × 10^−103^) motifs. Conversely, the T3 cluster was enriched in CTCF, NFAT, PPAR, SMAD, and HNF4 binding motifs (Fig. 4B, lower panels). The T2 cluster exhibited a lack of transcription factor motif enrichment, likely due to the limited number of peaks within this cluster. Remarkably, the peak distribution across clusters varied, with allocations across different regulatory domains such as intergenic, introns, and promoters. Specifically, peaks of the T1 cluster were predominantly situated within promoter regions compared to those in the T2 cluster (Supplementary Fig. 4A). We observed a significant overlap between genomic regions that gained chromatin accessibility (T1 cluster in ATAC-seq) and regions exhibiting decreased EZH2-mediated H3K27me3 (C1 cluster in CUT&Tag) upon tazemetostat treatment (Supplementary Fig. 4B). Motif enrichment analysis revealed that this C1_T1 overlapped cluster was enriched in binding motifs for transcription factors such as GATA, NFκB, HNF4, ATF, and CEBP (Supplementary Fig. 4C), suggesting their potential regulatory roles at these EZH2-modulated chromatin regions.

**Fig. 4:**
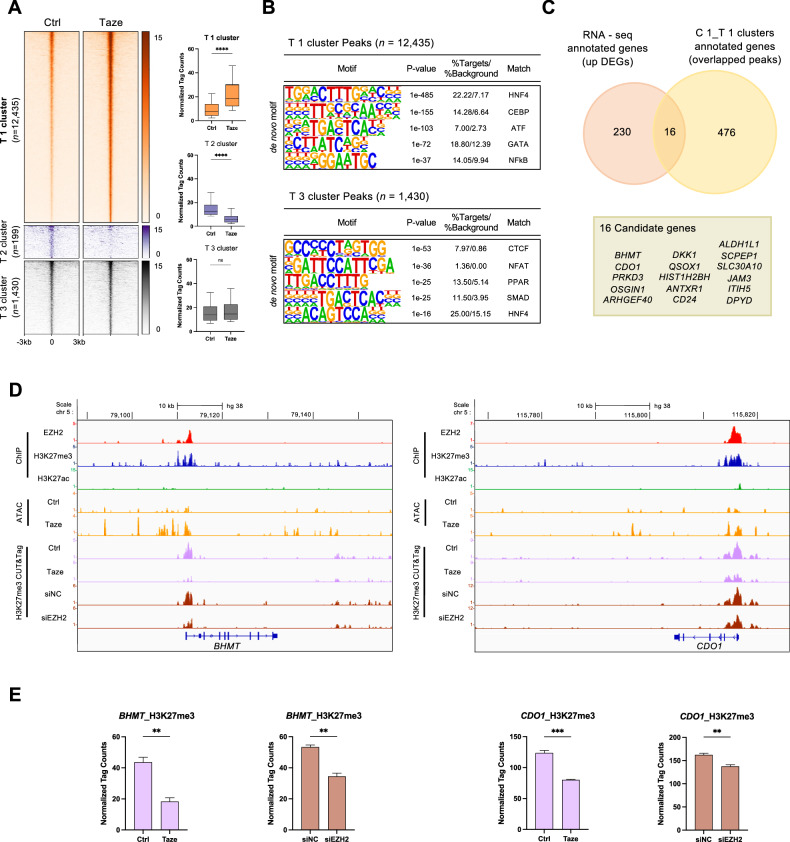
EZH2 inhibition leads to derepression of *BHMT* and *CDO1* through increased chromatin accessibility. **A** Heatmap showing distal accessible chromatin regions defined by ATAC-seq in three clusters (left panel). The bar plot shows the normalized tag counts in each cluster (right panel); ****p < 0.0001; unpaired *t*-test. **B** De novo motif analysis using HOMER identified the most significantly enriched transcription factor motifs. **C** Venn diagram showing 16 candidate genes that were revealed by intersections between DEGs in the following two categories: RNA-seq and C1_T1 overlapped cluster from CUT&Tag and ATAC-seq. **D** Representative IGV tracks showing normalized tag density and RNA expression levels in *BHMT* and *CDO1*. **E** The normalized tag counts for H3K27me3 of both *BHMT* and *CDO1* genes.

To identify candidate genes regulated by EZH2, we performed an integrative analysis by intersecting the upregulated DEGs from RNA-seq data upon EZH2 inhibition with genes that displayed decreased H3K27me3 levels and increased chromatin accessibility following EZH2 blockade (C1_T1 overlapped cluster from CUT&Tag and ATAC-seq data). Our integrative approach identified 16 candidate genes as potential EZH2 targets (Fig. 4C), with a particular focus on *BHMT* and *CDO1*, both of which are regulated by HNF4α and play crucial roles in directing sulfur amino acid metabolism. These findings are consistent with the GO enrichment results from the RNA-seq and CUT&Tag datasets (Figs. 2E and 3F). 

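All 16 genes of Fig. 4C rose in Taze cells, with a median log2 fold change of 0.63 and the smallest rise, 0.40, for the kinase gene *PRKD3*. *DKK1*, a secreted Wnt antagonist, rose from 9.94 ± 0.0559 to 23.3 ± 1.17 TPM (mean ± SD, n = 2), a log2 fold change of 1.17 (standard error 0.08, adjusted p = 8.65e-10) by edgeR's quasi-likelihood test. *ITIH5*, a hyaluronan-binding protein of the extracellular matrix, rose by 0.98 (standard error 0.10, adjusted p = 4.76e-07) and *QSOX1*, which forms disulfide bonds in secreted proteins, by 0.61 (standard error 0.12, adjusted p = 0.00178) by the same test. Since the study took these 16 genes from those raised in the same libraries, this count is not independent evidence.

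The siEZH2 libraries are separate, and 15 of the 16 could be tested there. Of these, 6 rose (*BHMT*, *CDO1*, *ANTXR1*, *CD24*, *ALDH1L1* and *SLC30A10*), none fell and 9 were not called. The zinc and manganese transporter *SLC30A10* rose by 1.53 (adjusted p = 2.07e-11) by edgeR's quasi-likelihood test, *DKK1* had -0.16 (adjusted p = 0.0788) and the adhesion molecule *JAM3* had the lowest value, -1.01 (adjusted p = 0.00123), below the TPM threshold. Of the exon bases of *JAM3* 35.6% overlap exons on the opposite strand. In the test of the difference, which was not limited to these 15, 6 of the 16 differed between the experiments. *DKK1* differed by -1.31 (standard error 0.11, adjusted p = 4.22e-10, knockdown minus tazemetostat, edgeR's quasi-likelihood test). Of the 16, 8 rose with tazemetostat when library totals alone set the scale, and 10 rose without Ctrl replicate 2. In siEZH2 cells the rise of *CD24* had an adjusted p of 0.0566 without siEZH2 replicate 1, and that of *ALDH1L1* 0.0821 without siNC replicate 1 and 0.407 without siEZH2 replicate 2.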

The IGV tracks illustrate that both *BHMT* and *CDO1*, initially repressed by EZH2-mediated H3K27me3, underwent derepression due to reduced H3K27me3 and enhanced chromatin accessibility following tazemetostat treatment (Fig. 4D). 

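*BHMT*, which remethylates homocysteine to methionine with betaine, lies on chromosome 5 of hg38 from 79111809 to 79132288 on the plus strand (NM_001713). Its mRNA was at 1.28 and 1.28 TPM in the 2 Ctrl and 3.05 and 2.34 TPM in the 2 Taze libraries, a log2 fold change of 1.01 (standard error 0.17, adjusted p = 0.000378) by edgeR's quasi-likelihood test. In the knockdown experiment it went from 2.72 and 2.86 to 6.7 and 6.8 TPM, a log2 fold change of 1.28 (standard error 0.13, adjusted p = 3.03e-10) by the same test. *CDO1*, the dioxygenase that oxidizes cysteine toward taurine and sulfate, lies on chromosome 5 from 115804733 to 115816659 on the minus strand. It was at 1.42 ± 0.235 TPM in Ctrl and 2.66 ± 0.393 TPM in Taze libraries (mean ± SD, n = 2), a log2 fold change of 0.92 (standard error 0.20, adjusted p = 0.0038) by edgeR's quasi-likelihood test. With the knockdown it went from 0.621 ± 0.146 to 2.08 ± 0.26 TPM (SD, n = 2), with 1.84 (standard error 0.31, adjusted p = 1.40e-05) by the same test. The rises with the knockdown exceeded those with tazemetostat by 0.28 for *BHMT* (standard error 0.21, adjusted p = 0.419) and 0.93 for *CDO1* (standard error 0.35, adjusted p = 0.0694) on the log2 scale, and neither difference passed edgeR's quasi-likelihood test. The paper proposes that histone methylation by EZH2 regulates both genes.

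**Figure D4:**
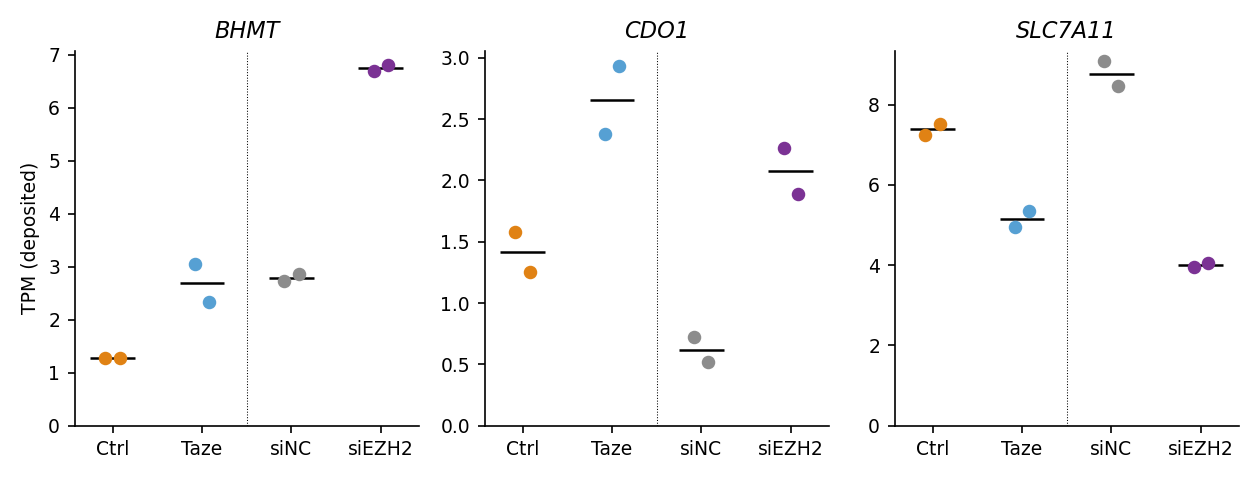
TPM of *BHMT*, *CDO1* and *SLC7A11* in each library (points) with the mean of the 2 libraries of each group (horizontal lines). The dotted line parts the 2 experiments, whose TPM values were normalized separately. Both libraries of the treated group lie above both controls for *BHMT* and *CDO1* and below them for *SLC7A11* in each experiment.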

The normalized tag counts for H3K27me3 at both *BHMT* and *CDO1* gene loci were significantly decreased upon tazemetostat treatment and EZH2 knockdown (Fig. 4E). With the underlying hypothesis that inhibiting EZH2 could restore normal liver tissue characteristics, we examined HNF4α binding to the promoters or downstream enhancers of *BHMT* and *CDO1* using ENCODE HNF4α ChIP-seq datasets from normal liver tissue. The analysis confirmed HNF4α binding at these gene loci (Supplementary Fig. 4D). Consistent with the motif analysis, the normalized tag counts for HNF4α were significantly higher in the open chromatin regions compared to the closed ones (Fig. 4B and Supplementary Fig. 4E). Collectively, these data suggest that genes involved in cysteine metabolism, particularly *BHMT* and *CDO1*, are regulated by EZH2-mediated histone methylation, making them promising candidates for further investigation.

### EZH2-mediated suppression of *BHMT* and *CDO1* in HCC correlates with poor prognosis

To determine the specific cell populations in healthy liver tissue that express *BHMT* and *CDO1* genes, we analyzed scRNA-seq data from 8439 cells, stratified into 17 unique clusters, obtained from liver samples of five healthy individuals featured in the Human Protein Atlas (HPA) dataset. Both *BHMT* and *CDO1* were robustly expressed in healthy liver, primarily in hepatocytes relative to other cell populations (Fig. 5A). We corroborated the expression levels of *BHMT* and *CDO1* in various HCC cohorts and observed a marked suppression in HCC tumors compared to normal and cirrhosis samples across all independent cohorts examined (Fig. 5B and Supplementary Fig. 5A). Moreover, protein levels of BHMT and CDO1 were markedly reduced in HCC patients (Fig. 5C, D). Notably, the patient group with reduced *BHMT* and *CDO1* expression showed significantly shorter overall survival and disease-free survival (Fig. 5E and Supplementary Fig. 5B). To further investigate the correlation between *EZH2, BHMT*, and *CDO1* in TCGA LIHC cohort, we performed univariate Cox analysis to develop a risk signature. We first calculated the risk score for each LIHC patient by summing these three gene scores to define the high-risk group. Each gene’s score was derived by multiplying the log_2_-transformed gene expression value (FPKM + 1) by its corresponding coefficient from the Cox regression. Then, HCC patients were classified into high- and low-risk groups based on a zero cut-off value. The high-risk group (116 patients) exhibited higher *EZH2* expression, while the low-risk group (251 patients) displayed elevated *BHMT* and *CDO1* levels. Kaplan-Meier analysis revealed a significantly worse prognosis (p = 0.0003) for the high-risk group, characterized by high *EZH2* expression and low *BHMT* and *CDO1* expression (Fig. 5F).

**Fig. 5:**
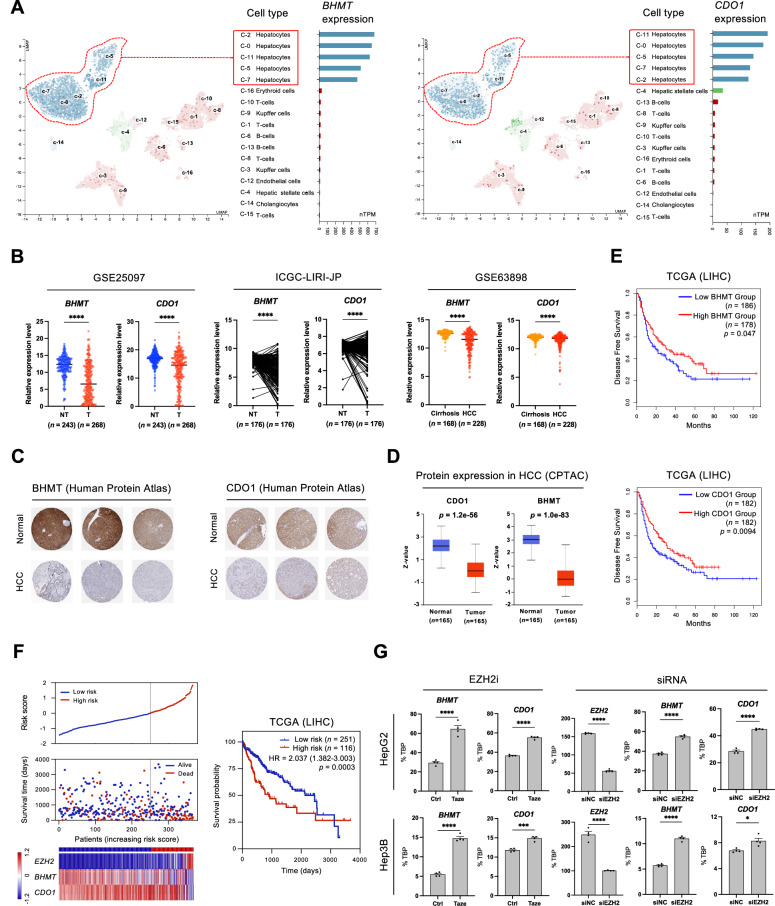
*BHMT* and *CDO1* are expressed in hepatocytes and suppressed in HCC, leading to poor prognosis. **A** Single-cell RNA-seq data analysis shows that *BHMT* and *CDO1* are expressed specifically in hepatocytes compared to other cell types in hepatic tissues. **B** *BHMT* and *CDO1* were suppressed in HCC tumors compared to non-tumor or cirrhosis tissues in three independent cohorts. **C**, **D** BHMT and CDO1 protein levels were decreased in tumor tissues compared to normal liver tissues, according to data from the HPA and CPTAC databases. **E** Kaplan–Meier survival plots show disease-free survival with high versus low expression of *BHMT* and *CDO1*. Patients were divided into high (50%) or low (50%) expression groups, except for disease-free survival based on *BHMT* expression, where patients were divided into high (51%) or low (49%) groups. **F** Risk score distribution, survival status profile, and a heatmap of gene expression levels in both high- and low-risk groups. The Kaplan-Meier analysis demonstrates that the survival probabilities of HCC patients were significantly lower in the high-risk group than in the low-risk group (*p* = 0.0003). **G** RT-qPCR results demonstrate derepression of *BHMT* and *CDO1* by EZH2 inhibition and specific inhibition of *EZH2* expression by siRNA transfection (*n* = 3). *TBP* was used for the normalization of each cell line level. *P* values were determined by unpaired *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

To elucidate the influence of EZH2 inhibition on BHMT and CDO1, we employed two distinct experimental approaches. Initial assays with tazemetostat treatment revealed a pronounced increase in the expression of *BHMT* and *CDO1* (Fig. 5G, left panels). Subsequently, we utilized siRNA-mediated knockdown of EZH2 to effectively diminish its expression in HCC cell lines. This intervention resulted in a marked reduction of *EZH2* mRNA levels and a concomitant increase in *BHMT* and *CDO1* expression (Fig. 5G, right panels), consistent with the effects of functional inhibition of EZH2. Furthermore, we observed that EZH2 suppresses *HNF4a* expression in the HNF4α-negative cell line (SNU-449), while EZH2 inhibition substantially upregulated *BHMT*, *CDO1*, and *HNF4a* in this cell line (Supplementary Fig. 5C, D). Collectively, these findings demonstrate that *BHMT* and *CDO1* are highly expressed in normal hepatocytes but significantly suppressed in HCC cells. The reduction in their expression correlates with unfavorable survival rates in HCC patients, emphasizing the potential therapeutic role of EZH2 inhibition in restoring their expression.

### EZH2 inhibition augments lipid ROS through cysteine metabolism and ferroptosis suppressors in HCC

Given the roles of BHMT and CDO1 in cysteine homeostasis and the established link between cysteine depletion and ferroptosis, we investigated the impact of EZH2 inhibition on intracellular cysteine and lipid ROS levels in HCC. Treatment with the EZH2 inhibitor tazemetostat resulted in dose-dependent reductions in cell viability and concomitant increases in lipid ROS in HepG2 and Hep3B cell lines (Fig. 6A, B). Knockdown of *BHMT* and *CDO1* attenuated both basal and tazemetostat-induced lipid ROS accumulation (Fig. 6C, D and supplementary Fig. 6A). However, this knockdown did not restore cell viability (Supplementary Fig. 6B), suggesting the involvement of additional mechanisms in EZH2 inhibition-mediated cell death.

**Fig. 6:**
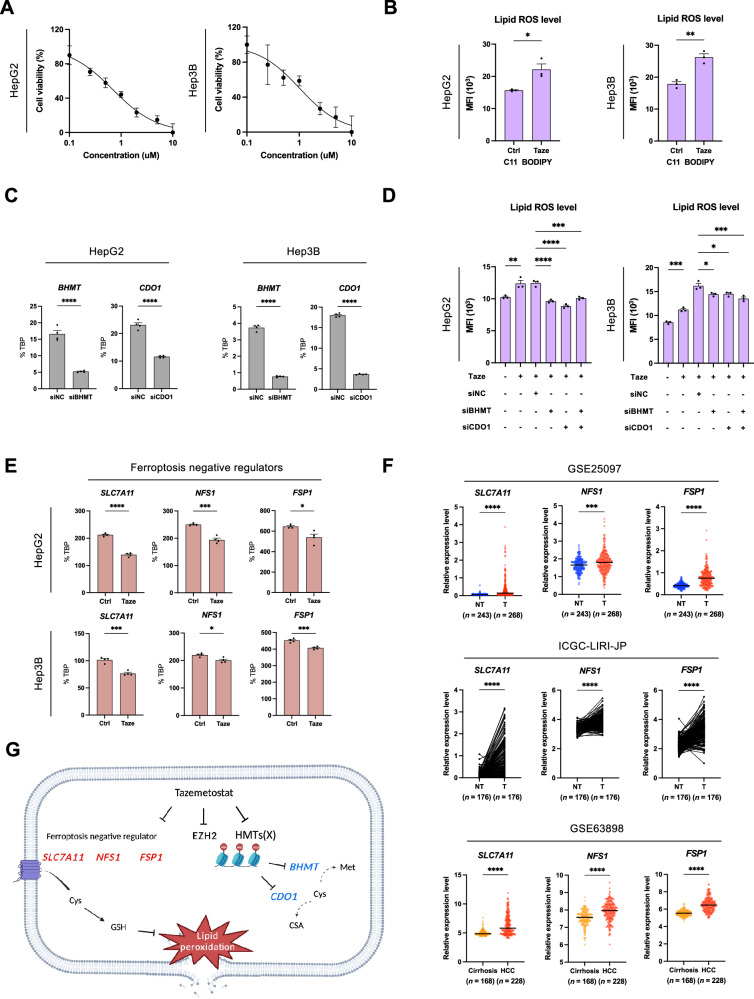
EZH2 inhibition increases lipid ROS by regulating cysteine metabolism-related genes and ferroptosis repressors. **A** Cell viability (% normalized to control) of HepG2 and Hep3B cells treated with increasing concentrations of tazemetostat (*n* = 3). **B** Lipid peroxidation levels in HepG2 and Hep3B cells treated with DMSO or tazemetostat (5 μM) for 5 days (*n* = 3). **C** RT-qPCR analysis of *BHMT* and *CDO1* expression following siRNA-mediated knockdown of *BHMT* or *CDO1* (*n* = 3). **D** Lipid peroxidation levels in HepG2 and Hep3B cells following siRNA-mediated knockdown of *BHMT* or *CDO1*, with or without tazemetostat treatment for 5 days (*n* = 3). **E** RT-qPCR analysis of ferroptosis negative regulators *SLC7A11*, *NFS1*, and *FSP1* expression following tazemetostat treatment (*n* = 3). **F** Expression of *SLC7A11*, *NFS1*, and *FSP1* in HCC tumors versus non-tumor or cirrhotic tissues across three independent cohorts. **G** Schematic of EZH2 inhibition effects on gene expression program in HCC. *TBP* was used for the normalization of each cell line level. *P* values were determined by unpaired *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

To further elucidate the mechanisms underlying EZH2 inhibition-induced ferroptosis, we examined other ferroptosis-related genes regulated by EZH2. Notably, EZH2 inhibition downregulated *SLC7A11*, a cysteine uptake transporter and negative regulator of ferroptosis (Figs. 2D and 6E). 

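*SLC7A11*, the cystine importer subunit that feeds glutathione synthesis, fell from 7.39 ± 0.187 to 5.16 ± 0.276 TPM with tazemetostat (mean ± SD, n = 2) and from 8.78 ± 0.441 to 4.01 ± 0.070 TPM with the EZH2 siRNA (SD, n = 2). Its log2 fold change was -0.58 (standard error 0.07, adjusted p = 4.34e-06) in Taze and -1.13 (standard error 0.07, adjusted p = 4.81e-16) in siEZH2 cells by edgeR's quasi-likelihood test. The fall was larger with the knockdown by 0.53 on the log2 scale (adjusted p = 0.000271 for the difference by the same test). *NFS1*, the cysteine desulfurase of iron-sulfur cluster assembly, fell with tazemetostat, -0.40 (standard error 0.09, adjusted p = 0.00599) (under 1.3-fold without Taze replicate 1), and rose with the knockdown, 0.44 (standard error 0.08, adjusted p = 2.90e-05), by edgeR's quasi-likelihood test. *AIFM2*, which encodes FSP1, had -0.24 (adjusted p = 0.0582) with tazemetostat and 0.36 (adjusted p = 9.35e-06) with the knockdown by the same test, neither of them called. *GPX4*, the peroxidase that removes lipid peroxides, had 0.03 (adjusted p = 0.872) and 0.05 (adjusted p = 0.575). Of the exon bases of *AIFM2* 19.2% overlap exons on the opposite strand.

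Of 18 tested ferroptosis suppressors 2 fell (*SLC7A11* and *NFS1*) and 1 rose (*DHODH*) with tazemetostat, and 1 fell (*SLC7A11*) and 2 rose (*NFS1* and the iron exporter *SLC40A1*) with the knockdown, the same counts adjusted over the list alone. Neither list test passed (camera adjusted p = 0.368 and 0.64). Of 18 ferroptosis drivers tested with tazemetostat 2 fell (*SAT1* and *SLC39A14*) and 1 rose (*HMOX1*), and of 17 with the knockdown 1 fell (*SAT1*) and 2 rose (*HMOX1* and *DPP4*), again the same counts adjusted over the list alone (camera adjusted p = 0.119 and 0.536). *SAT1*, the polyamine acetyltransferase, had log2 fold changes of -0.47 (adjusted p = 3.14e-05) and -0.40 (adjusted p = 4.08e-07) by edgeR's quasi-likelihood test. On the scale of library totals alone no gene of either list was called with tazemetostat, and the falls of *SLC7A11* and *NFS1* had adjusted p of 0.195 and 0.692. The rise of *DHODH* had an adjusted p of 0.134 without Ctrl replicate 1, 0.122 without Ctrl replicate 2 and 0.123 without Taze replicate 1, and 2 suppressors rose without Taze replicate 2. Without Taze replicate 1 the fall of *NFS1* was -0.36, under 1.3-fold, so that 1 suppressor fell. *SLC39A14* was under 1.3-fold without Ctrl replicate 1 (-0.36) or Taze replicate 1 (-0.37), so that 1 driver fell. *HMOX1* was not called without Ctrl replicate 2 or Taze replicate 1, where 0 drivers rose.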

Expression of additional ferroptosis suppressors, *NFS1* and *FSP1* [51–54], was also reduced following EZH2 inhibition (Fig. 6E and Supplementary Fig. 6C). These findings collectively suggest that EZH2 inhibition enhances ferroptosis through combined effects on cysteine metabolism genes and key ferroptosis suppressors in HCC. To assess the clinical relevance of ferroptosis-negative regulators in HCC, we analyzed four independent HCC patient cohorts. This analysis revealed elevated expression of *SLC7A11, NFS1*, and *FSP1* in HCC compared to normal and cirrhotic tissues (Fig. 6F and Supplementary Fig. 6D). Collectively, our results indicate that EZH2 inhibition may enhance lipid ROS accumulation by epigenetically modulating genes associated with cysteine metabolism and ferroptosis suppression in HCC (Fig. 6G).

## Discussion

EZH2, frequently overexpressed in various cancers including HCC, has been investigated to mediate tumor suppression upon its inhibition through diverse pathways [12–15, 20]. Recent studies have further highlighted the potential of targeting EZH2 to refine therapeutic strategies for liver cancer [55]. However, the precise mechanisms by which EZH2 inhibition confers therapeutic benefits remain to be fully elucidated. In this study, by integrating insights from both transcriptomic and epigenomic analyses, we shed light on the functional implications of genes affected by EZH2 inhibition in HCC. Of significance, we identified marked alterations in genes linked to cysteine metabolism, hinting at the modulatory role of EZH2 inhibition on this metabolic pathway.

Our comprehensive epigenomic approach, integrating H3K27me3 CUT&Tag and ATAC-seq data following treatment with the EZH2 inhibitor tazemetostat, revealed chromatin regions exhibiting diminished EZH2-mediated H3K27me3 levels concomitant with enhanced chromatin accessibility. Intriguingly, motif analysis of these chromatin regions regulated by EZH2 inhibition indicated an overrepresentation of the transcription factor HNF4α. Depletion of HNF4α has been linked to abnormalities in SAA metabolism, inclusive of *BHMT* and *CDO1*, culminating in methionine restriction, sorafenib resistance, and epithelial-mesenchymal transition [37]. Our findings suggest that EZH2 inhibition potentially derepresses *BHMT* and *CDO1* expression, with HNF4α binding to newly accessible chromatin regions to activate these genes. In the HNF4α-negative HCC cell line treated with tazemetostat, we observed a marked upregulation of *HNF4a, BHMT*, and *CDO1*, suggesting that EZH2 exerts a suppressive effect on HNF4α expression. Furthermore, downregulation of *SLC7A11*, a key transporter for cystine uptake, can trigger ferroptosis through cysteine deprivation [39]. During tazemetostat treatment, the upregulation of the *BHMT* and *CDO1* genes may potentially limit the intracellular cysteine availability *via* the transsulfuration pathway. Concurrently, decreased *SLC7A11* expression suggests an impediment in external cysteine acquisition. This suggests a potential induction of ferroptosis, excluding lipid ROS inhibition due to the suppressed cysteine-glutathione-glutathione peroxidase 4 (cys-GSH-GPX4) cascade.

Our findings reveal that while *BHMT* and *CDO1* knockdown reduced lipid ROS levels, this reduction alone was insufficient to restore cell viability. Recent evidence suggests that siRNA-mediated gene silencing may sensitize cells to ferroptosis through off-target effects, potentially via depletion of intracellular glutathione and concomitant upregulation of GPX4 [56]. Our observations corroborate this, as treatment with non-targeting control siRNA increased basal lipid ROS levels and cell death. These findings underscore the potential limitations of siRNA-based approaches in precisely elucidating the effects of target gene downregulation on ferroptosis. Furthermore, the complex molecular landscape governing ferroptosis suggests that modulation of individual genes may be insufficient to comprehensively control this cell death pathway. As highlighted by Nakamura and Conrad [57], simultaneous targeting of multiple ferroptosis-related pathways, such as the GPX4 and FSP1 axes, may provide a more potent strategy for ferroptosis induction in cancer cells, particularly in therapy-resistant malignancies. Taken together, our results indicate that EZH2 inhibition may induce ferroptosis in HCC through the combinatorial effects of key cysteine metabolism genes and other negative regulators of ferroptosis.

Sorafenib, a standard first-line therapeutic agent for HCC, was originally pinpointed for its inhibitory role against Raf/serine/threonine kinase. However, its broader implications have become evident, including the induction of ferroptosis *via* SLC7A11 inhibition, stimulation of apoptosis, attenuation of angiogenesis, and inhibition of tumor cell proliferation [58–61]. Furthermore, epigenetic modulation can alter the tumor microenvironment and regulate drug resistance, including resistance to sorafenib, by controlling gene expression without altering DNA sequences [61]. Notably, H3K27me3 levels have been reported to increase with sorafenib treatment and decrease with co-administration of an EZH2 inhibitor in HCC [15]. Given these insights, combination therapy is increasingly utilized, and our study adds to the growing evidence that targeting overexpressed EZH2 in liver cancer might prove effective in conjunction with other therapeutic modalities [62]. Specifically, our findings propose a novel therapeutic direction where EZH2 inhibition regulates cysteine metabolism and potentially mitigates sorafenib resistance, thus enhancing the induction of ferroptosis in HCC.

Although our study did not directly investigate whether EZH2 regulates non-histone proteins to activate downstream genes independently of the PRC2, these non-canonical functions of EZH2 may contribute to the downregulation of genes observed upon EZH2 inhibition. For example, AKT-induced phosphorylation of EZH2 at Ser21 can lead to the methylation of STAT3, promoting its activation [63]. Furthermore, EZH2 has been shown to interact with NFκB, resulting in the activation of genes associated with triple-negative breast cancer [64]. Our transcription factor (TF) prediction analysis of downregulated genes from RNA-seq data upon EZH2 inhibition identified NFκB and STAT3 as potential targets. This suggests that tazemetostat, may suppress gene expression by regulating these transcription factors in an H3K27me3-independent manner [65]. Additionally, the transactivation domain of EZH2 has been demonstrated to bind directly with androgen receptor and its variant, functioning as a co-activator to transcribe oncogenes, and EZH2 can interact with the transcriptional co-activator and histone acetyltransferase p300, thereby leading to the activation of gene expression in a p300-dependent manner [66, 67]. The downregulation of ferroptosis negative regulators such as *SLC7A11, NFS1*, and *FSP1* upon EZH2 inhibition could potentially be attributed to these different mechanisms. In tongue squamous cell carcinoma, EZH2 repression of miR-125b-5p has been reported, leading to enhanced SLC7A11 expression, thereby averting erastin-induced ferroptosis [68]. This spectrum of findings underscores the potential avenues for future investigations into EZH2-mediated gene regulation, focusing on non-histone target mechanisms.

In summary, our study provides clarity on the multifarious mechanisms by which EZH2 inhibition influences a spectrum of gene sets governing diverse functions such as cell death, spanning both epigenomic and transcriptomic levels. Such insights are pivotal for comprehending the intricacies of gene regulation in the context of EZH2 inhibition and its concomitant pathological implications. Thus, our study sets the stage for a more detailed examination of therapeutic approaches targeting EZH2 in the context of HCC management.

## Materials and methods

### Transcriptomic data analysis

The overall survival (OS) and disease-free survival (DFS) of patients based on the expression levels of *EZH2*, *SUZ12*, *EED*, *BHMT*, and *CDO1* in liver hepatocellular carcinoma (LIHC), kidney renal clear cell carcinoma (KIRC), breast invasive carcinoma (BRCA), colon adenocarcinoma (COAD), lung squamous cell carcinoma (LUSC), and stomach adenocarcinoma (STAD) were determined using the Gene Expression Profiling Interactive Analysis 2 (GEPIA2) tool, which utilizes data from The Cancer Genome Atlas (TCGA) database [69]. Expression profile data of GSE14520 (GPL_3921 subset 220 nontumor, 225 HCC samples), GSE25097 (243 nontumor, 268 HCC samples), GSE63898 (168 cirrhosis and 228 HCC samples), and international cancer genome consortium liver cancer RIKEN Japan (ICGC-LIRI-JP; 176 nontumor; 176 HCC samples) were also downloaded from gene expression omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) and HCCDB (http://lifeome.net/database/hccdb/home.html), respectively [70–72]. These independent cohort data were used as a test set for external validation. Immunohistochemical (IHC) protein expression data for BHMT, and CDO1 in normal and cancerous liver tissues were downloaded from the Human Protein Atlas (HPA) database (https://www.proteinatlas.org/). Protein expression levels for EZH2, SUZ12, EED, BHMT, and CDO1 in normal and tumor were determined using Clinical Proteomic Tumor Analysis Consortium (CPTAC) database. To identify cell types expressing *BHMT* and *CDO1* in hepatic tissues, scRNA-seq data analysis was conducted with the HPA database.

### Gene Ontology analysis

Gene ontology (GO) analysis was performed using Metascape (http://metascape.org/) [73] with default parameters. For the RNA-seq data, significantly upregulated or downregulated genes were analyzed to gain insights into their functional implications. For the CUT&Tag data, peak-associated genes from the C1 cluster were overlapped with RNA-seq data and used as input for the analysis.

### Data visualization

Heatmaps of CUT&Tag, ChIP-seq, and ATAC-seq data were generated using deepTools (https://deeptools.readthedocs.io/) [74] to visualize signal densities across gene-associated regions or genomic loci. Snapshots of specific genomic loci were obtained using the Integrated Genome Viewer (IGV) [75].

### Cell culture

The human liver cancer cell lines HepG2, Hep3B, and SNU-449 were obtained from the Korean Cell Line Bank (KCLB). HepG2 and Hep3B cells were cultured in Eagle’s minimum essential medium and dulbecco’s modified eagle medium (MEM; catalog no. 11095-080; DMEM; catalog no. 11965-092; Gibco, Grand Island, NY, USA). SNU-449 cell was cultured in RPMI-1640 medium (catalog no. 11875-093; Gibco). All media were supplemented with 10% fetal bovine serum (FBS; catalog no. 16000-044; Gibco) and 1% penicillin-streptomycin (catalog no. 15070-063; Gibco) or antibiotic-antimycotic (catalog no. 15240-062; Gibco). The cells were routinely cultured at 37 °C in a humidified incubator with 5% CO_2_.

### Western blot analysis

For the preparation of nuclear lysates, the cells were lysed with buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 340 mM Sucrose, 10% Glycerol, 0.1% Triton X-100, and protease inhibitors) and then centrifugated at 4500 rpm for 10 min at 4 °C. The nuclear pellet was washed with buffer A by centrifugation at 4500 rpm for 5 min at 4 °C and then lysed with SDS lysis buffer (20 mM Tris pH 7.5, 50 mM NaCl, 2.5% SDS, 2.5% Sodium deoxycholate, 0.5 mM PMSF, and protease inhibitors). The nuclear lysates were resolved by SDS-PAGE, followed by immunoblotting with the indicated antibodies: EZH2 (catalog no. 5246; Cell Signaling Technology), H3 (catalog no. ab1791; Abcam), H3K27me1 (catalog no. 07-448; Sigma-Aldrich), H3K27me2 (catalog no. 07-452; Sigma-Aldrich), H3K27me3 (catalog no. 07-449; Sigma-Aldrich) and α-Lamin A/C (catalog no. sc-376248; Santa Cruz Biotechnology).

### Assessment of H3K27me3 levels using flow cytometry

HepG2 and Hep3B cells, approximately 200,000 cells per sample, were treated with tazemetostat (catalog no. HY-13803; MedChemExpress, Monmouth Junction, NJ, USA). The cells were then harvested using TrypLE Express (catalog no. 12604013; Gibco). To detect intracellular H3K27me3 levels, the cells were fixed and permeabilized at room temperature for 20 min using Cyto-Fast^TM^ Fix/Perm buffer (catalog no. 426803; BioLegend, San Diego, CA, USA). After fixation and permeabilization, the cells were washed twice with 1X Cyto-Fast^TM^ perm wash buffer and incubated with anti-H3K27me3 antibody (catalog no. 12158; Cell Signaling Technology, Danvers, MA, USA) diluted 1:50 in perm wash buffer for one hour at room temperature. Following antibody staining, the cells were washed with 1X Cyto-Fast^TM^ perm wash buffer and cell-staining buffer (catalog no. 420201; BioLegend). The stained cells were then analyzed using a CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA), and the levels of H3K27me3 were quantified using FlowJo v10.7 software (FlowJo LLC, Ashland, CO, USA).

### RNA extraction and real-time quantitative polymerase chain reaction

Total RNA was extracted from cells using the Ribospin II kit (GeneAll Biotechnology, Seoul, Korea). Reverse transcription of 0.5 μg of total RNA was performed using the RevertAid First Strand cDNA Synthesis kit (catalog no. K1622; Thermo Fisher Scientific, Waltham, MA, USA). Real-time quantitative polymerase chain reaction (qPCR) was performed using the TOPreal qPCR 2X PreMIX (SYBR Green with low ROX; No. RT500M; Enzynomics Co. Ltd., Daejeon, Korea). The real-time qPCR conditions were as follows: one cycle at 95 °C for 10 min, followed by 50 cycles of denaturation at 95 °C for 10 s, annealing at 60 °C for 15 s, and extension at 72 °C for 20 s. A melting program was performed at 72 °C to 95 °C with a heating rate of 1 °C/45 s. The spectral data were captured and analyzed using the Rotor-Gene Q v2.3.1 instrument (Qiagen, Hilden, Germany).

### RNA-seq analysis

After RNA extraction, libraries for sequencing were prepared using the Illumina TruSeq Stranded Total RNA Library Prep Kit, according to the manufacturer’s instructions. High-throughput paired-end sequencing was performed using an Illumina NovaSeq 6000 Sequencer at Theragen (Seongnam, Korea), resulting in an average of 28 million reads per sample. The sequenced reads were then mapped to the reference human genome (hg38 assembly) using the STAR aligner with default parameters [76]. The expression levels of genes in each sample were normalized by means of transcript per million (TPM). Differentially expressed genes (DEGs) were identified using edgeR with raw read counts. To further obtain reliable DEGs, the getDifferentialExpression command from HOMER was used with the following thresholds: adjusted *p*-values < 0.05, 1.3-fold differences in expression, and TPM > 1.5.

### Omni-Assay for Transposase-Accessible Chromatin (ATAC) protocol

Tazemetostat (EPZ-6438)-treated HepG2 cells were pretreated with 200 U/ml DeoxyriboNuclease I (catalog no. LS002004, Worthington Biochem, Lakewood, NJ, USA) for 30 min at 37 °C to remove free-floating DNA and digest DNA from dead cells. The cells were then washed, resuspended in cold phosphate-buffered saline (PBS), and counted. 50,000 cells were resuspended in 1 mL of cold ATAC-seq resuspension buffer (RSB; 10 mM Tris-HCl pH 7.5 (catalog no. 15567-027; Invitrogen, Carlsbad, CA, USA), 10 mM NaCl (catalog no. AM9759; Invitrogen), and 3 mM MgCl2 (catalog no. AM9530G; Invitrogen) in nuclease-free water) and centrifuged at 500 relative centrifugal force (RCF) for 5 min in a pre-chilled (4 °C) fixed-angle centrifuge. After centrifugation, the supernatant was carefully aspirated to avoid the cell pellet, and the cells were then resuspended in 50 μl of RSB containing 0.1% NP40 (catalog no. 11332473001; Roche, Penzberg, Upper Bavaria, Germany), 0.1% Tween-20 (catalog no. 11332465001; Roche), and 0.01% digitonin (catalog no. G9441; Promega, Madison, WI, USA). This cell lysis reaction was incubated on ice for 3 min. After lysis, 1 ml of RSB containing 0.1% Tween-20 (without NP40 or digitonin) was added, and the tubes were inverted to mix. Nuclei were then centrifuged for 10 min at 500 RCF in a pre-chilled (4 °C) fixed-angle centrifuge. The supernatant was removed, and nuclei were resuspended in 50 μl of transposition mix (25 μl TD Tagment DNA Buffer (catalog no. 15027866; Illumina, San Diego, CA, USA), 2.5 μl TDE1 Tagment DNA Enzyme (catalog no. 15027865; Illumina), 16.5 μl DPBS, 0.5 μl 1% digitonin, 0.5 μl 10% Tween-20, and 5 μl Nuclease-Free Water). The transposition reactions were incubated at 37 °C for 30 min in a thermomixer with shaking at 1000 revolutions per minute (RPM). Reactions were cleaned up with MinElute Reaction Cleanup Kit (catalog no. 28206, Qiagen) and pre-amplified for 5 cycles using NEBNext High-Fidelity 2x PCR MasterMix (catalog no. M0541L; NEB, Ipswich, MA, USA) with adapter primers. The information of adapter primer sequences is consulted from Buenrostro et al. [77]. The amplification profiles were manually assessed to determine the number of additional cycles to amplify as previously described [78]. The final amplified library samples were stored at -80 °C for ATAC-seq after library purification with AMPure XP (catalog no. A63880; Beckman Coulter). Libraries were validated using the Agilent High Sensitivity D1000 kit (catalog no. 5067-5584, 5067-5585; Agilent, Santa Clara, CA, USA) and were subjected to high-throughput sequencing using the Illumina HiSeq 2500 Sequencer.

### Cleavage Under Targets and Tagmentation (CUT&Tag)

CUT&Tag was performed using the single-tube protocol (Option B) as described by Kaya-Okur et al. [79]. Briefly, HepG2 cells were washed with PBS and resuspended in NE1 buffer (20 mM HEPES-KOH pH 7.9, 10 mM KCl, 0.5 mM Spermidine, 0.1% Triton X-100, 20% Glycerol, 1x protease inhibitors). After incubation on ice for 10 min, nuclei were centrifuged and washed once with PBS. Nuclei were then fixed with 0.1% formaldehyde for 2 min at room temperature, and the reaction was quenched with glycine. Fixed nuclei were resuspended in wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x protease inhibitors) and counted. 1 × 10^^^5 nuclei were used per CUT&Tag reaction. Nuclei were bound to activated concanavalin A-coated magnetic beads (catalog no. 21-1401; Epicypher) and incubated with an H3K27me3 antibody (catalog no. C36B11; Cell Signaling Technology) in antibody buffer overnight at 4°C. After washing in wash buffer, samples were incubated with a goat anti-rabbit secondary antibody (catalog no. ab182016; Abcam) in wash buffer for 30 min at room temperature, followed by an additional wash. After further wash in 300-wash buffer (20 mM HEPES pH 7.5, 300 mM NaCl, 0.5 mM Spermidine, 1x protease inhibitors), samples were incubated with pAG-Tn5 (catalog no. 15-1017; Epicypher) for 1 h at room temperature. After additional washes, tagmentation was carried out in 300-wash buffer containing 10 mM MgCl2 for 1 h at 37°C. To release pA-Tn5 and cleaved chromatin fragments, samples were resuspended in 0.1% SDS release solution, incubated at 58°C for 1 h, and neutralized by the addition of 0.67% Triton-X100. PCR was performed by directly adding NEBNext HiFi PCR Master Mix (catalog no. M0541L; NEB) and sample-specific barcoded adapters to the tagmented fragments. After amplification, libraries were cleaned up using AMPure beads (catalog no. A63880; Beckman Coulter). The prepared libraries were sequenced using 150-base pair paired-end sequencing on an Illumina Novaseq platform.

### CUT&Tag, ChIP-seq, and ATAC-seq data analysis

The raw files (FASTQ) of EZH2, H3K27me3, and H3K27ac ChIP-seq in HepG2 cell line (GSE29611) and HNF4α in normal liver tissue (GSE96260) were downloaded from the ENCODE dataset (https://www.encodeproject. org/) [80]. The raw files for CUT&Tag and ATAC-seq were generated as part of this study. To ensure data quality, the raw files were trimmed using Trim Galore (version 0.6.6, https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with default parameters. These trimmed reads were then aligned to the human genome (hg38 assembly) using Bowtie2 (version 2.3.5.1) with the following parameters: --end-to-end --very-sensitive --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700 for CUT&Tag, with --very-sensitive --no-discordant -X 2000 for ATAC-seq, and with default parameters for ChIP-seq [81]. To identify peaks over background signals, the makeTagDirectory and findPeaks commands from HOMER (version 4.11.1) [82] were utilized. For CUT&Tag and ATAC-seq data analysis, the FDR cutoff of 0.05 was employed. The total number of mapped reads for each sample was normalized to 10 million mapped reads. Differential peak analysis for the CUT&Tag and ATAC-seq data was performed using the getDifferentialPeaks command. Overlapping peaks were obtained by intersecting differential peaks, which were then used for further analysis.

### Motif enrichment analysis

To identify enriched motifs representing transcription factor binding sites, a de novo motif analysis was performed with ATAC-seq peaks using the findMotifsGenome.pl function from the HOMER package.

### Construction and assessment of risk score system

For the development of the risk score, we utilized patient data from the TCGA-LIHC, obtained from the UCSC Xena platform. The prognostic value of each gene was first assessed using univariate Cox proportional hazards regression. The risk score for each LIHC patient was calculated as the sum of individual gene scores. Each gene’s score was derived by multiplying the log2-transformed gene expression value (FPKM + 1) by its corresponding coefficient derived from the Cox regression. Using zero as the cut-off value for the risk score, we divided HCC patients into high- and low-risk groups. The risk score model of each patient was calculated using the following formula:

$${risk\; score}=\mathop{\sum }\limits_{i}^{n}{{coe}}_{i}* {\exp }_{i}$$

In the formula used for risk score calculation, coe_i_ represents the univariate coefficient for each gene_i_, while exp_i_ is the expression value of each gene_i_. The summation is performed over n, the total number of tested genes, which in this case is 3. Scatter plot and Kaplan-Meier curve was produced by the GraphPad Prism v. 9 (GraphPad Software, La Jolla, CA, USA) using the risk score. Comparison of two survival curves were conducted using the Log-rank (Mantel-Cox) test.

### RNA interference

The *EZH2*, *BHMT,* and *CDO1* genes were knocked down with SMART pool ON‐TARGETplus siRNA (catalog no. L‐015700‐00‐0005, L-008422-00-0005, L-010336-00-0005; Dharmacon Inc., Lafayette, CO, USA). The ON‐TARGETplus Non‐targeting Pool was used as a negative control (catalog no. D‐001810‐10‐05; Dharmacon Inc.). HepG2 and Hep3B cells were seeded into a six‐well plate and incubated for 24 hs. The cells were then transfected with the RNA duplex and Lipofectamine^TM^ RNAi‐MAX (catalog no. 13778075, Invitrogen) in Opti‐MEM I reduced serum medium (catalog no. 31985-062; Thermo Fisher Scientific) without antibiotics, according to the manufacturer’s instructions. After 24 hs, the medium was replaced with complete medium containing antibiotics, and the cells were harvested for subsequent experiments after an additional 24-hour incubation with siEZH2 and 72-hour incubation with siBHMT and siCDO1 at 37 °C in a humidified 5% CO_2_ incubator.

### CCK‐8 assay

Cell viability was measured using the CCK‐8 assay (catalog no. ab228554, Abcam, Cambridge, UK). HepG2 and Hep3B cells were seeded at a density of 1×10^4^ HepG2 cells and 5×10^3^ Hep3B cells per well in 96‐well microtiter culture plates and incubated overnight at 37 °C. The cells were then treated with specified concentrations of tazemetostat for 5 days. After the treatment, 10 μl of CCK‐8 solution was added to each well, followed by an additional 2-hour incubation. The absorbance of the samples was measured at 460 nm using an Epoch microplate spectrophotometer (BioTek Instruments, Winooski, VT, USA).

### Lipid peroxidation detection

Lipid ROS levels were assessed using the C11-BODIPY assay (catalog no. D3861, Invitrogen). Flow cytometry analysis was performed following published protocols [83]. HepG2 and Hep3B cells were incubated with 2 μM BODIPY581/592 c11 for 20 min at 37 °C, washed with DPBS and resuspended in DPBS for flow cytometric analysis. The cells were analyzed using a CytoFLEX instrument (Beckman Coulter).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism v. 9, unless otherwise noted. Error bars represent the standard error of the mean (SEM), unless stated otherwise in the figure legend. Unpaired *t*-test and ordinary one-way ANOVA were used where appropriate. In all statistical analyses, groups that were compared had similar expected variances, and statistical significance was accepted at the 95% confidence level (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Supplementary information

Supplementary information

Supplementary Figures

Supplemental MateriaL

## Data Availability

All raw and processed data are deposited into the GEO database under accession number GSE237952.

# Supplementary material for: Integration of epigenomic and transcriptomic profiling uncovers EZH2 target genes linked to cysteine metabolism in hepatocellular carcinoma
**Source:** Cell Death Dis. 2024 Nov 8;15(11):801. doi: 10.1038/s41419-024-07198-0
**Supplement:** Supplementary file 1 — Supplementary information

**Integration of epigenomic and transcriptomic profiling uncovers EZH2 target genes linked to cysteine metabolism in hepatocellular carcinoma**

Jaehyun Lee^1^, Chaelin You^1^, Geunho Kwon^1^, Junho Noh^1^, Kyubin Lee^1^, Kyunghwan Kim^1^, Keunsoo Kang^2, *^, Kyuho Kang^1, *^

**Supplementary Figure Legends**

**Supplementary Fig. 1**

*EZH2* is overexpressed in HCC compared to other cancers. **A** Kaplan-Meier survival plots showing overall survival with high vs low expression of *EZH2* in BRCA, COAD, LUSC, and STAD. Patients were divided into high (50%) or low (50%) expression groups. **B** Protein expression levels of EZH2, SUZ12 and EED were verified in KIRC tumors compared to non-tumor tissues in CPTAC database. **C** The RNA expression levels of *EZH2*, *SUZ12*, and *EED* were overexpressed in HCC tumors compared to non-tumor tissues.

**Supplementary Fig. 2**

EZH2 inhibition reverses gene expression program. **A** Experimental design: RNA-seq and CUT&Tag were performed on HepG2 cells after 48 hours of tazemetostat (5 μM) treatment, and following 24 hours of EZH2 knockdown with siRNA, while ATAC-seq was conducted after the same duration of tazemetostat treatment. **B** The RNA expression levels of *IGFBP4*, *CDH1*, and *PCK1* from the tazemetostat-treated RNA-seq data in HepG2. **C** The RNA expression levels of *EZH2* from the EZH2 knockdown RNA-seq data in HepG2. **D** Volcano plot of transcriptomic changes between siNC and EZH2 knockdown cells, with colored dots representing genes with significant (FDR < 0.05) and greater than 1.3-fold expression changes. **E** Biological pathways of DEGs in response to EZH2 knockdown using Metascape. **F** Venn diagram showing the number of overlapping genes between each set of up-regulated DEGs (right panel), or between each set of down-regulated DEGs (left panel) from RNA-seq with tazemetostat-treated and with EZH2 knockdown. GO analysis was performed with the intersected 39 or 54 genes using Metascape. **G** The transcription factor prediction of up- and downregulated transcripts upon tazemetostat treatment in HepG2 cells was analyzed by TRRUST. P values were determined by unpaired *t* -test (* p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).

**Supplementary Fig. 3**

Decreased histone methylation levels in H3K27me3 CUT&Tag following tazemetostat treatment and EZH2 knockdown. **A-B** The Venn diagram shows that H3K27me3 CUT&Tag peaks encompass H3K27me3 ChIP-seq peaks from ENCODE dataset. Representative IGV tracks displaying EZH2-H3K27me3 in the same promoter regions. **C** EZH2 knockdown heatmap showing decreased H3K27me3 regions defined by tazemetostat-treated CUT&Tag in two clusters (left panel). The bar plot shows the normalized tag counts in each cluster (right panel). **D** Representative IGV tracks displaying normalized tag density profiles at CARF and NTF3. **E** H3K27me3 levels at the promoter region of indicated genes were measured by CUT&Tag-qPCR analysis performed on HepG2 cells. Ctrl represents an intergenic region of chromosome 5 without H3K27me3 and serves as a negative control.; **** p < 0.0001; Ordinary one-way ANOVA.

**Supplementary Fig. 4**

*BHMT* and *CDO1* possess regions where HNF4α can bind under increased chromatin accessibility with EZH2 inhibition. **A** The genomic distribution of protein coding genes from annotated peaks in each cluster was determined using HOMER. **B** The heatmap displays intersected peaks from the C1 cluster of CUT&Tag and the T1 cluster of ATAC-seq, indicating regions suppressed by EZH2-H3K27me3 and opened with decreased H3K27me3 following tazemetostat treatment (left panel). The bar plot shows the normalized tag counts in each target (right panel) **C** De novo motif analysis conducted using HOMER, identifying the most significantly enriched transcription factor motifs. **D** Representative IGV tracks displaying normalized tag density profiles at *BHMT* and *CDO1*. **E** The bar plot shows the normalized tag counts of HNF4α peaks in each cluster of ATAC-seq. P values were determined by ordinary one-way ANOVA ( **** p < 0.0001).

**Supplementary Fig. 5**

EZH2 inhibition upregulates *BHMT* and *CDO1* expression through increasing *HNF4a* in HNF4α-negative mesenchymal cell. **A** *BHMT* and *CDO1* were suppressed in HCC tumors compared to non-tumor tissues from two independent cohorts. **B** Kaplan-Meier survival plots showing OS with high versus low expression of *BHMT* and *CDO1*. **C, D** RT-qPCR results showing derepression of *HNF4a*, *BHMT*, and *CDO1* by EZH2 inhibition in SNU-449 HNF4α-negative mesenchymal cell.

**Supplementary Fig. 6**

EZH2 inhibition downregulates ferroptosis negative regulator in HNF4α-negative mesenchymal cells. **A** Lipid peroxidation levels in HepG2 and Hep3B cells treated with siBHMT or siCDO1 (*n* = 3). **B** Cell viability in HepG2 and Hep3B cells treated with the indicated siRNAs and in the presence or absence of tazemetostat (*n* = 3). **C** RT-qPCR results showing expression levels of the ferroptosis negative regulator *SLC7A11* under tazemetostat treatment in SNU-449 cell. **D** *SLC7A11*, *NFS1,* and *FSP1* were overexpressed in HCC tumors compared to non-tumor tissues from TCGA cohorts.

# Supplementary material for: Integration of epigenomic and transcriptomic profiling uncovers EZH2 target genes linked to cysteine metabolism in hepatocellular carcinoma
**Source:** Cell Death Dis. 2024 Nov 8;15(11):801. doi: 10.1038/s41419-024-07198-0

**A**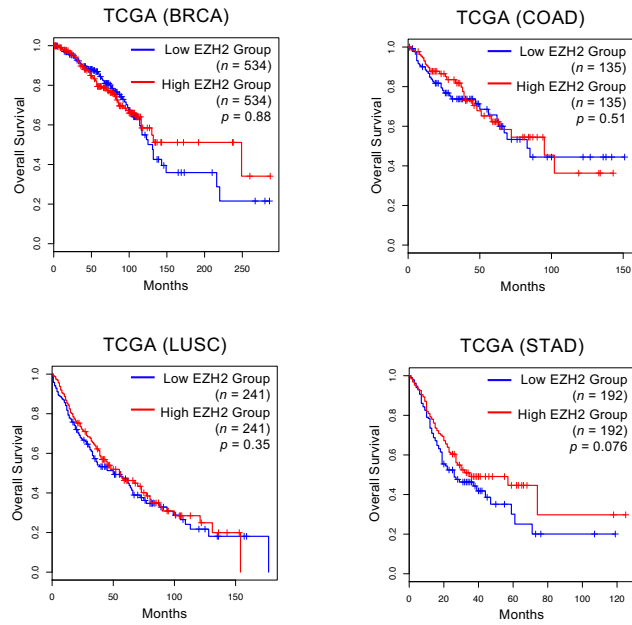**B**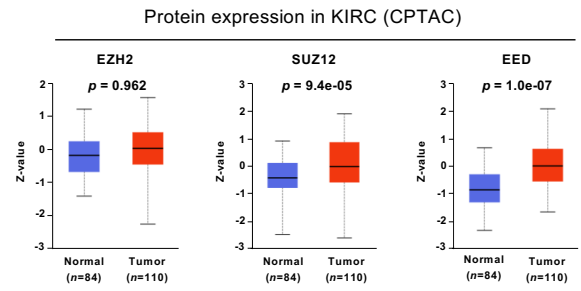**C**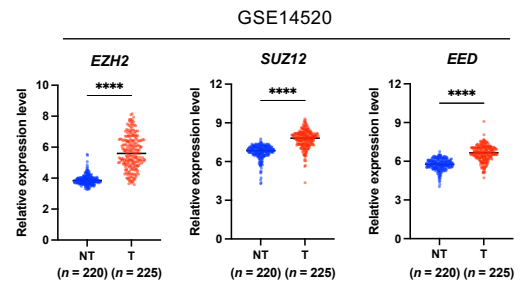

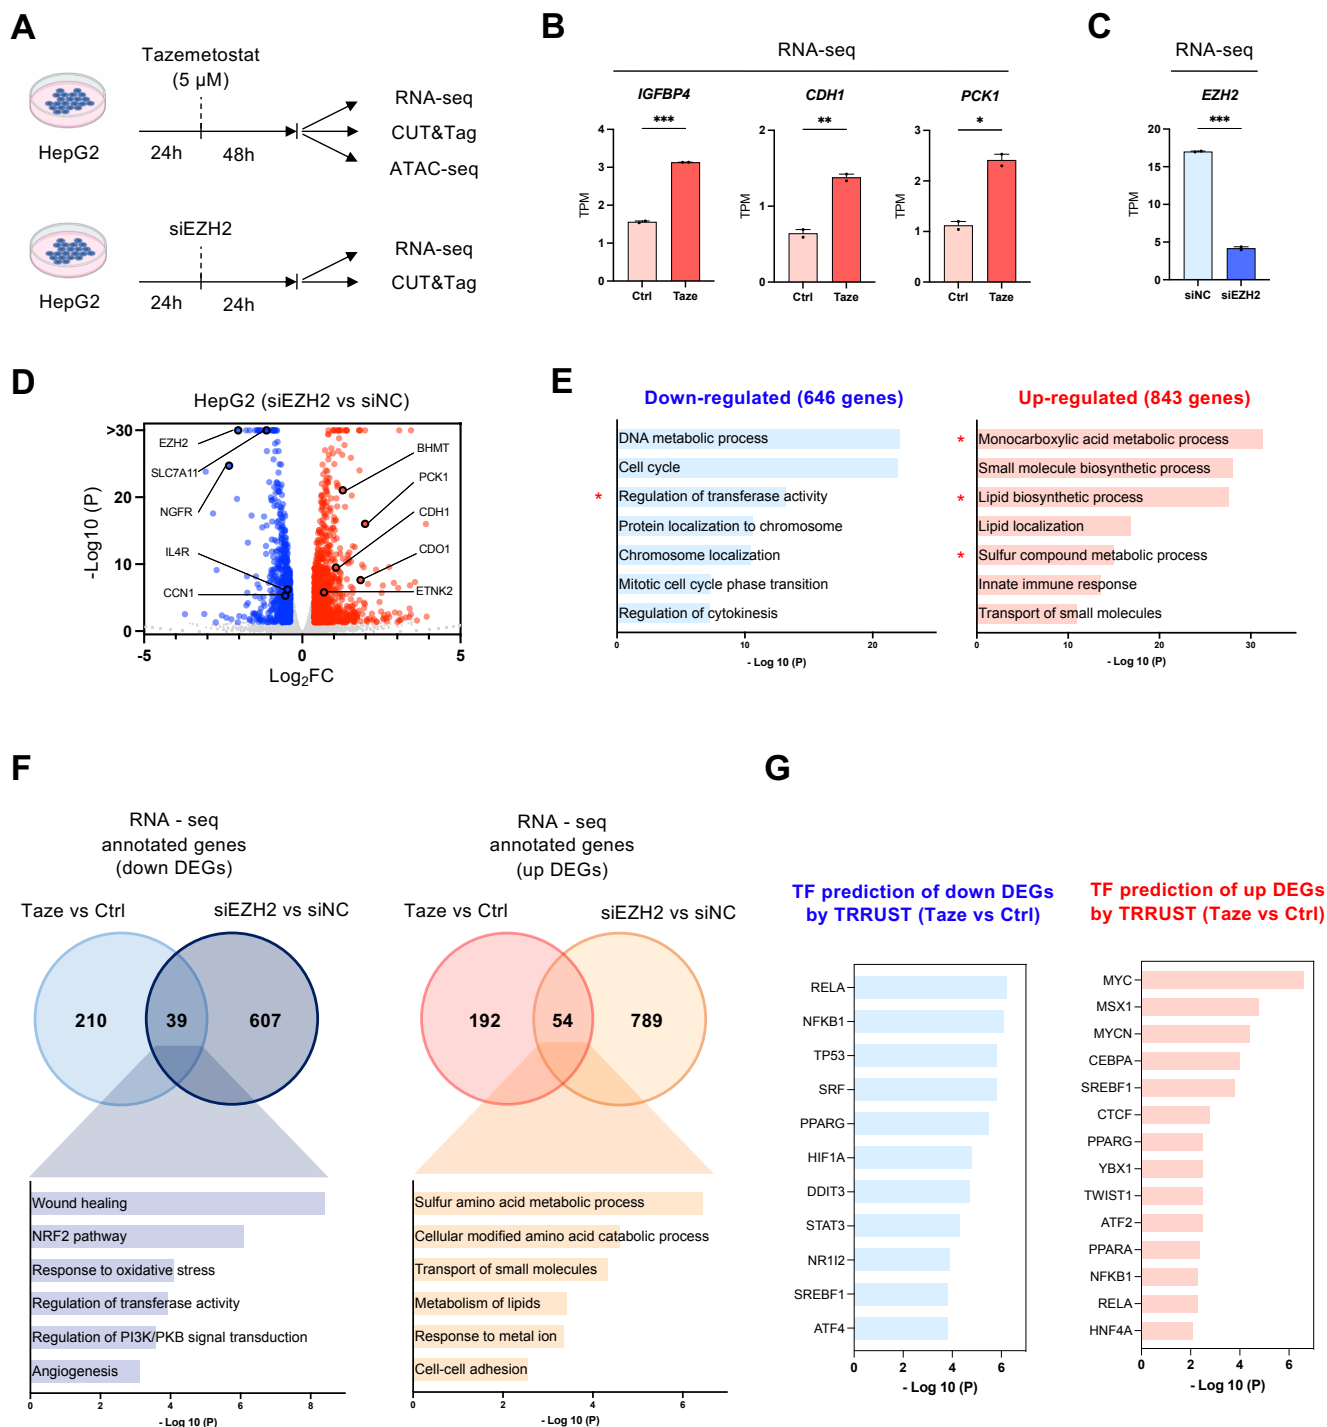

**A**

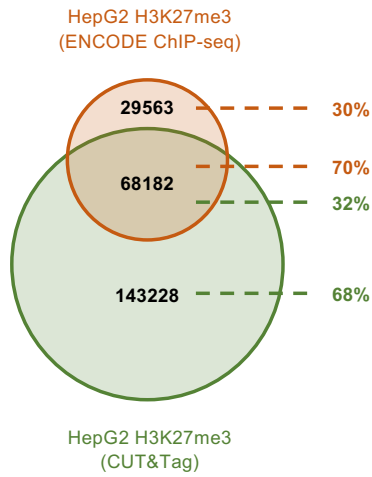

**B**

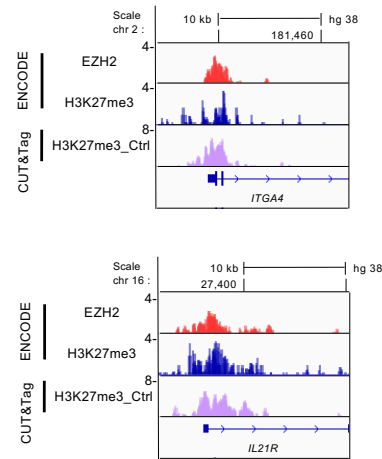

**C**

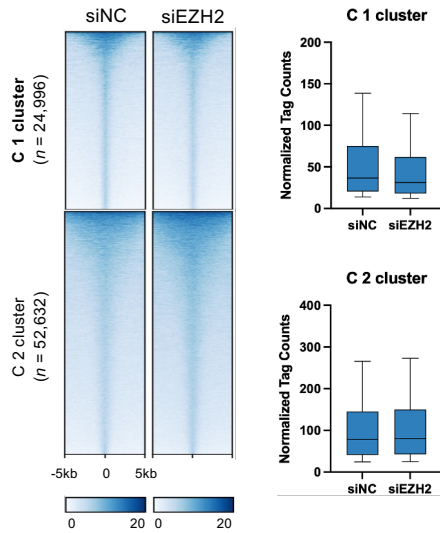

**D**

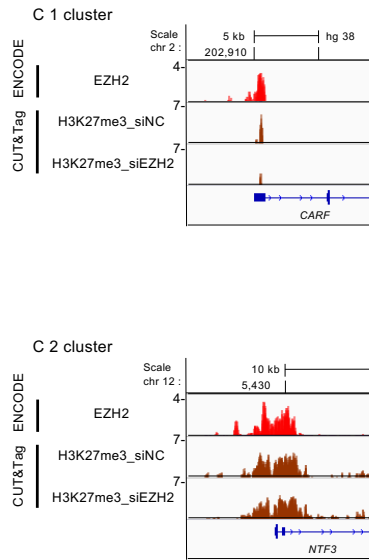

**E**

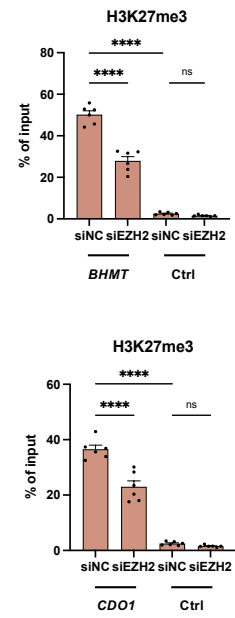

**A**

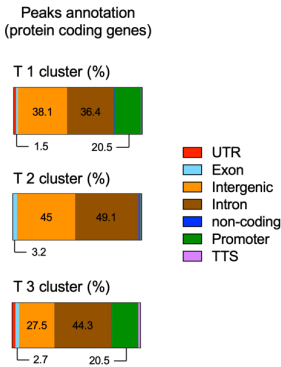

**B**

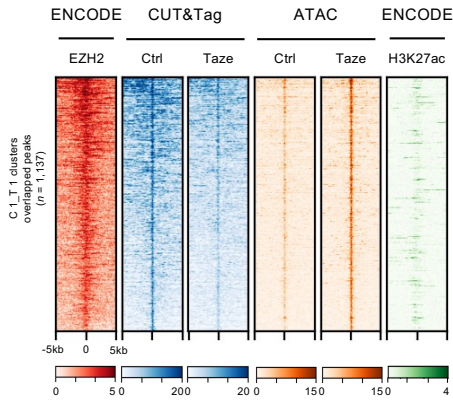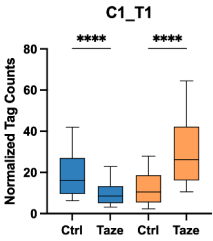

**C**

C 1\_T 1 cluster Peaks (n = 1,137)

|               | Motif | P-value | %Targets/<br>%Background | Match |
|---------------|-------|---------|--------------------------|-------|
| de novo motif |       | 1e-24   | 4.51/0.55                | GATA  |
|               |       | 1e-22   | 7.65/1.85                | NFkB  |
|               |       | 1e-20   | 15.83/6.91               | HNF4  |
|               |       | 1e-15   | 0.94/0.01                | ATF   |
|               |       | 1e-14   | 0.84/0.01                | CEBP  |

**D**

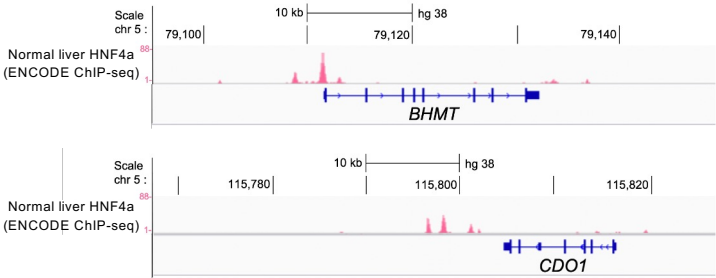

**E**

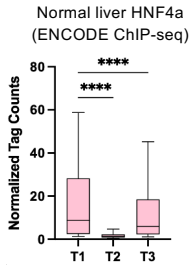

**A**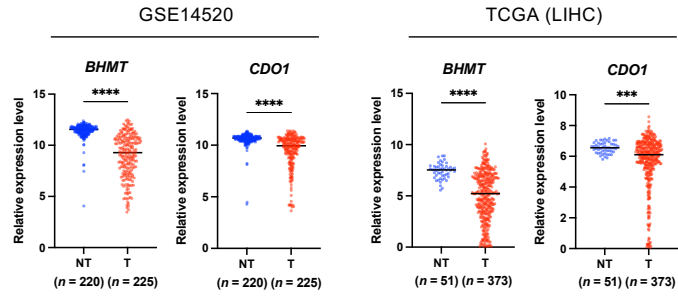**B**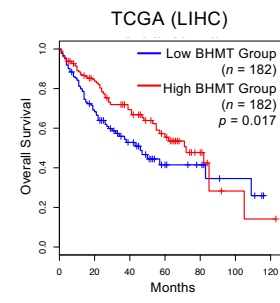**C**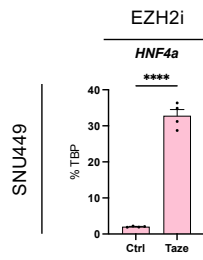**D**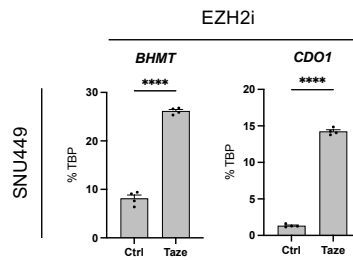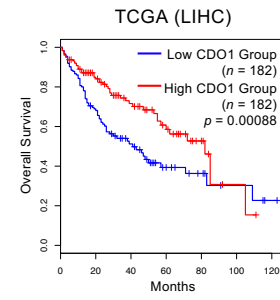

A

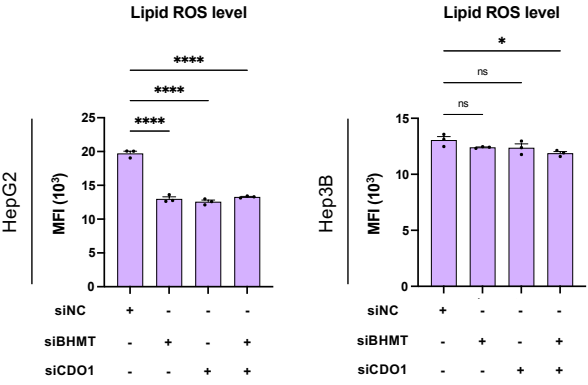

B

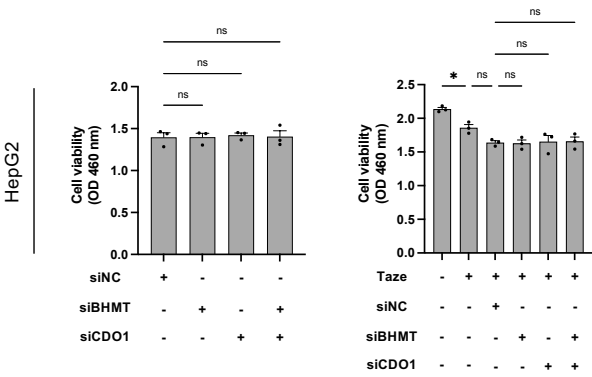

C

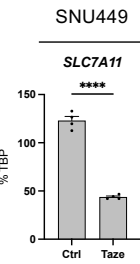

D

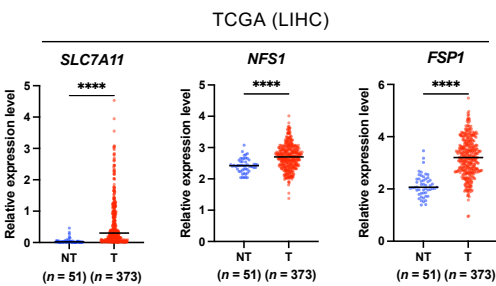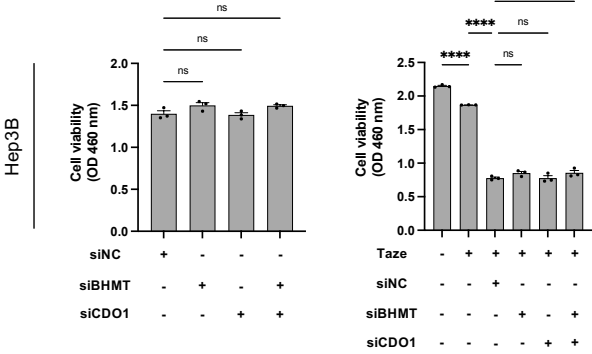

**Supplement:** Supplementary file 2 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

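RNA from HepG2 cells was sequenced by the authors in 2 experiments of 4 libraries each. One compares 2 libraries of untreated cells (Ctrl) with 2 of cells given 5 μM tazemetostat for 48 h (Taze), and the other 2 libraries with a control siRNA (siNC) with 2 with an EZH2 siRNA (siEZH2). Conditions and replicate numbers were taken from the sample labels and the paper, and all 8 libraries were used.

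The authors aligned the reads to hg38 with STAR 2.7.1a and made raw counts per gene with HOMER, over RefSeq exons on both strands, with 1 row for each of 28256 gene symbols and no normalization. A read that falls in several copies of a gene is counted in each, so the deposited counts of a library can sum to more than its reads, and 2298 rows carry more than 1 genomic copy. The 2 deposited count tables name another representative transcript for 3420 genes. The authors' TPM values come from the same program. The header of the deposited knockdown TPM table states quantile normalization, and its 4 columns hold the same sorted values, while the tazemetostat TPM columns do not. The paper gives edgeR on the raw counts with an adjusted p under 0.05, a 1.3-fold difference and TPM above 1.5. CUT&Tag, ATAC-seq and patient cohort data of the paper were not analysed here.

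From the deposited counts, genes were tested in each experiment alone with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and the robust quasi-likelihood test was followed by Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, a fold of at least 1.3 and a mean deposited TPM above 1.5 in at least 1 of the 2 groups. The paper does not state over which libraries TPM is taken. Standard errors are the absolute log2 fold change divided by the square root of F. The difference between the experiments was tested in 1 edgeR fit of all 8 libraries as siEZH2 minus siNC less Taze minus Ctrl. Overlap of called genes was tested with Fisher's exact test over the genes tested in both. These include genes under the TPM threshold, which could not be called. The 2 experiments have separate control libraries. The 37 rows of ribosomal RNA were kept in the tests and were left out in 1 alternative.

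Gene lists were compared with the other tested genes by camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation and with fry. At least 3 tested members were needed. Some lists hold genes shown in Fig. 2F, which the study chose from the tazemetostat libraries. The lists, set down before the data were examined, cover among others sulfur amino acid metabolism, glutathione, fatty acid synthesis and oxidation, cholesterol synthesis, amino acid catabolism, angiogenesis, wound healing, YAP/TAZ-TEAD, NRF2, ATF4 and NF-κB targets, ferroptosis suppressors and drivers, G1/S, mitosis, PRC2 subunits, HOX genes, hepatocyte identity, fetal liver genes, coagulation, the IGF system, the interferon response, the acute phase, markers of fibroblasts, endothelium, leukocytes and cholangiocytes, mitochondrially encoded genes, small structural RNAs, histone genes and ribosomal protein genes. No mitochondrially encoded gene of the list was matched in the count tables, and 2 fibroblast markers could be tested in the tazemetostat experiment, too few for a list test.

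Genes named in the text were chosen by a rule set down before the data were examined and after the paper's figures had been seen. It takes the genes that the paper names from these data or marks in Fig. 2D, Supplementary Fig. 2D or Fig. 4C, the 10 largest rises and 10 largest falls of each comparison among called genes whose treated libraries both lie on 1 side of the controls, up to 4 called members of each list with the lowest adjusted p in each comparison (or the 2 most expressed if none was called), and the 10 genes called in both comparisons with the largest summed change. Other members of a list are named where few were called, and were then chosen after their values were seen. Genes of Fig. 2F were tallied, and SPRY1, ERRFI1 and the exceptions among them were named after their values were seen. Of 205 genes so named, 26 have over 10% of their exon bases within exons on the opposite strand, 12 share over 10% with other genes on the same strand and 11 have more than 1 genomic copy.

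The alternatives were DESeq2 1.42.0 size factors and Wald test, library totals as the only scale, no filter on low counts, the edgeR exact test, the replicate number as a block, all 8 libraries in 1 fit, other readings of the TPM and fold thresholds, limma on log2(TPM + 1) for genes with a mean TPM of at least 0.5, and each library left out in turn. Leaving out ribosomal RNA rows or rows of more than 1 copy, and the exact test without the low-count filter, were added after the data were seen. The edgeR test was tested on simulated counts drawn from the real means and library sizes. The changed genes were drawn from those with a mean above 2 CPM, and recovery was counted by adjusted p alone. Power for genes of lower expression was not measured. In the tazemetostat design, over 14564 genes, it recovered 88% of genes changed 1.5-fold and 100% of those changed 2-fold, with 2.08% false calls, and in the knockdown design, over 14001 genes, 86% and 99%, with 4.64% false calls. The other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.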

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

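The tests on genes of low expression were chosen after that result had been seen, those on single-copy olfactory receptor genes, on families that liver cells do not use and on developmental families only after the first test of the same explanation had been run, and the value corrected by within-experiment correlations as they stand was added last. The other tests of this part were chosen before.

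The fold changes of tazemetostat and of the EZH2 siRNA were nearly uncorrelated across genes (Pearson r 0.0429), and 2516 of 15145 genes differed between the experiments in edgeR's quasi-likelihood test of the difference, 1411 of them higher with the knockdown and 1105 with tazemetostat (1674 genes without siEZH2 replicate 1). RNAs without a poly(A) tail are not enough to explain this, since over 12186 protein-coding genes outside the HIST clusters the Pearson correlation was still 0.0578. That value cannot tell whether a difference in RNA selection between the experiments also acted on protein-coding genes. Spread between the 2 libraries of a group is not enough either, since the correlation of differences in mean log2 CPM, 0.0518, was 0.0795 after correction for reliabilities of 0.623 with tazemetostat and 0.680 with the knockdown, and 0.107 after correction by the within-experiment correlations of 0.452 and 0.516 as they stand. An effect of RNA selection on protein-coding genes stays open. So do an inhibitor that leaves EZH2 in place against an siRNA that removes it, the different control cells, and the times of treatment. None of these was tested.

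Histone mRNAs of the HIST clusters were 507-fold lower in siNC than in Ctrl libraries relative to protein-coding counts (median of 49 genes with counts in both), and small structural RNAs 2847-fold lower (median of 7 genes). The fall was smaller for snoRNAs, with 4467 to 4658 CPM on that scale in the tazemetostat experiment and 1185 to 1330 in the knockdown experiment. Ribosomal RNA still took 30.1 to 33.6% of gene counts in the knockdown experiment. Fewer cells replicating DNA in the knockdown experiment would lower the DNA replication and G1/S genes too, whose median log2 ratio of siNC to Ctrl was -0.0057. The 10 histone genes with polyadenylated mRNAs had a median log2 ratio of 0.17, against -8.98 for the HIST genes, so RNA selection that differed between the experiments is a candidate explanation. The methods state 1 kit and no such difference, and no biological explanation other than replication was tested. HIST mRNAs and small structural RNAs were also higher in Taze than in Ctrl libraries by group mean, and whether RNA selection had a part in that was not tested.

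Tazemetostat raised 317 and lowered 34 of 4478 tested genes at or under the TPM threshold in both groups, by adjusted p and fold change in edgeR's quasi-likelihood test. With the knockdown it was 215 and 83 of 3041, and the paper's threshold leaves these genes out. The share raised was alike in the 2 experiments, and the share lowered was smaller with tazemetostat. TPM values were normalized differently in the 2 experiments, so the threshold does not mark like sets of genes. Background reads from genomic DNA would need 1.33 and 1.75 counts per kb in the 2 Taze libraries. The first test of them went with this explanation, as the summed counts of 403 olfactory receptor genes were 4.77 times as high in Taze as in Ctrl libraries relative to protein-coding counts, but 83.6% of those in Taze libraries lay in 8 genes. Of the 344 with 1 copy, 12 and 16 had counts in the Taze libraries, against 255 and 285 at the density needed, and 117 genes of families that liver cells do not use, picked with their counts in view, had at most 0.0296 counts per kb. Chance error of fold changes at low counts would leave summed counts level, but over the 1476 tested genes of lowest expression they were 1.32 times as high in Taze as in Ctrl libraries relative to protein-coding counts. Derepression of genes that PRC2 holds silent stays open. In its first test the 7 tested HOX genes had a median log2 fold change of 0.30, at percentile 77.43 of 10000 random lists of like expression (98.9 for 5 genes with the knockdown). The 69 tested genes of developmental transcription factor families, drawn up after that value and the rise of some members had been seen, had 0.15, at percentile 99.26 (72.4 for 64 genes with the knockdown). Of the 69, 12 rose and 2 fell at an adjusted p under 0.05 and none was called, and whether H3K27me3 lay on them was not tested.

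Lists whose log2 fold changes differed between the experiments by camera were higher with the knockdown, by median, for coagulation factors (0.64), fatty acid oxidation (0.52), the acute phase (0.50), the interferon response (0.49), cholangiocyte markers (0.44, 3 genes), amino acid catabolism (0.39), cholesterol synthesis (0.35), ATF4 targets (0.29), glutathione (0.27) and hepatocyte identity (0.26). They were lower with the knockdown for mitosis (-0.54), G1/S (-0.42), the IGF system (-0.33) and PRC2 subunits (-0.23). With an estimated correlation none of these 14 differences passed (lowest adjusted p = 0.0799).

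By edgeR's quasi-likelihood test in each experiment, 8 named genes were called in opposite directions. The difference of log2 fold changes, knockdown minus tazemetostat, was 1.66 for *MATN3*, 1.06 for the RNA sensor gene *DDX58*, 1.06 for *SERPINA3*, 0.97 for *ACADM*, 0.86 for *NFS1*, 0.82 for *CPT2*, 0.80 for *FGL1* and -1.55 for *IGFBP4*. Of these, the tazemetostat call was lost for *DDX58* without Ctrl replicate 1 (adjusted p = 0.193) or Taze replicate 1 (0.104), for *SERPINA3* without Ctrl replicate 1 (0.114), and for *CPT2* without Ctrl replicate 1 (0.112), Ctrl replicate 2 (0.118) or Taze replicate 1 (0.0915). The log2 fold change with tazemetostat was under 1.3-fold for *ACADM* without Ctrl replicate 2 (-0.37) or Taze replicate 2 (-0.37), for *FGL1* without Ctrl replicate 1 (-0.38) or Taze replicate 1 (-0.31) and for *NFS1* without Taze replicate 1 (-0.36). The knockdown call was lost for *CPT2* without siNC replicate 1 (adjusted p = 0.103) or siEZH2 replicate 2 (log2 0.37) and for *FGL1* without siEZH2 replicate 1 (log2 0.32). With library totals alone the tazemetostat call was lost for 6 of the 8, all but *MATN3* and *IGFBP4*, with adjusted p of 0.613 for *DDX58*, 0.638 for *SERPINA3*, 0.717 for *ACADM*, 0.692 for *NFS1*, 0.718 for *CPT2* and 0.691 for *FGL1*, and the knockdown fold change was under 1.3 for *CPT2* and *FGL1*.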

How the results depend on the processing

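Leaving out ribosomal RNA or genes of more than 1 copy, and the exact test without a low-count filter, alone or with TPM above 1.5 in every library, were chosen after the results were seen. The fall of *EZH2* mRNA in siEZH2 cells held under each alternative run (log2 -1.80 to -2.06), and no named gene reversed. For the genes called with tazemetostat (488), with the knockdown (1559) and in both (93), library totals alone gave 128, 1502 and 33, no TPM threshold 839, 1857 and 145, no fold threshold 1048, 3440 and 279, a 2-fold threshold 38, 134 and 3, and limma on TPM 280, 1149 and 53. The thresholds act by construction. Library totals include the ribosomal RNA rows, 69.0 and 75.1% of the counts of the 2 Ctrl libraries. The totals of these libraries were 54247740 and 73968115, against 15458957 and 17029035 protein-coding counts. This scale therefore parts the 2 controls more than their protein-coding counts do. Totals without ribosomal RNA were not tried, and for limma the cause was not tested. The other alternatives stayed within 1.5 times each count. Leaving out 1 library, where the lone library of a group is assumed to vary like the others, gave 409 to 608, 1389 to 1514 and 68 to 101, and for the difference between the experiments (2516) 1674 to 2381. The correlation of fold changes (0.0429) was 0.0139 without siEZH2 replicate 2 and 0.106 without siNC replicate 2. Of 62 list tests 32 passed camera at the preset correlation, 24 passed fry and 0 passed camera with an estimated correlation (7 at an unadjusted p under 0.05). For lists with an estimate under the preset 0.01, such as mitosis with the knockdown, a higher correlation is not the cause. The cause for the other lists was not tested. Of 201 named genes with tazemetostat, 75 lost the threshold with library totals alone, 42 of 192 with limma, 19 with the DESeq2 Wald test and 8 to 31 with 1 library left out, against 5, 14 and 9 of 192, and 11 to 14 of 197 with the knockdown. Summing counts per symbol was not run, since each symbol has 1 row. On simulated counts at these depths 88% and 86% of genes changed 1.5-fold were recovered, so some changes of that size are missed. The genes changed there had a mean above 2 CPM, and recovery of genes of lower expression was not measured.

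With the replicate number as a replicate block, 586 genes were called with tazemetostat, 1591 with the knockdown and 110 in both, 3149 differed between the experiments and 32 list tests passed. Nothing states that the numbers pair the libraries, and only 2 pairs exist, so pairing was not assumed, while the deviations from the group mean of libraries of 1 number correlated at 0.265 over 6347 genes with tazemetostat and 0.109 over 9297 genes with the knockdown.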

Differences from the paper's values

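The settings named below as added were chosen after the values had been seen. With edgeR's quasi-likelihood test, TMM and all libraries, none of the paper's counts of genes or of shared genes, or of its TPM values, differs from those here by more than 1.5 times at the paper's thresholds. At the same thresholds other settings do differ. For genes raised in both experiments (the paper's 54) the count was 34 without Ctrl replicate 2, 30 with the DESeq2 Wald test and 21 with library totals alone, and for genes lowered in both (the paper's 39) 17 with limma on TPM and 12 with library totals alone. With tazemetostat 89 genes were lowered with limma and 24 with library totals alone (the paper's 249), and 104 raised with library totals alone (the paper's 246). Counts equal to the paper's were reached for genes raised in both experiments without siEZH2 replicate 1 (the paper's 54) and for genes lowered in both with no low-count filter or without Taze replicate 2 (the paper's 39).

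Single genes stand apart. The paper marks *CDH1* and *MME* as raised with tazemetostat and *PCK1* as raised with the knockdown. By edgeR's quasi-likelihood test each had an adjusted p under 0.05 and stayed below the TPM threshold, with log2 fold changes of 1.04, 1.33 and 1.98, and each was called with no TPM threshold. Of the 49 genes that Fig. 2F shows as lowered, 48 were called, and *PCCA* had -0.38 (adjusted p = 0.020). It was called with DESeq2 size factors, no low-count filter, all 8 libraries in 1 fit, no fold threshold, without Ctrl replicate 2 or without Taze replicate 2, and with 2 added settings, the exact test and no low-count filter, alone or with TPM above 1.5 in every library. Of the 47 shown as raised, 46 were called, and *HIST1H2BD* had 0.18 (adjusted p = 0.125) and was not called under any setting run.

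With tazemetostat the paper reports lower mRNA of *SLC7A11*, *NFS1* and FSP1 by RT-qPCR in Fig. 6E, another assay. *SLC7A11* and *NFS1* fell with tazemetostat here too, *NFS1* not without Taze replicate 1. *AIFM2*, which encodes FSP1, had -0.24 (adjusted p = 0.0582) by edgeR's quasi-likelihood test, adjusted p under 0.05 with no low-count filter, the exact test, all 8 libraries in 1 fit, the numbers as a block or without Taze replicate 1, and under 2 added settings, without genes of more than 1 copy and the exact test with no low-count filter, but below a 1.3-fold change in each.

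The paper cites *IGFBP4* as a gene that EZH2 lowers in HCC and gives no value for it with the knockdown. It rose with tazemetostat, 0.94 (adjusted p = 0.000282), and fell with the knockdown, -0.63 (adjusted p = 5.69e-10), by edgeR's quasi-likelihood test.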

Other observations

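Leaving out ribosomal RNA or genes of more than 1 copy was chosen after the results were seen, and so were the comparison of HOX genes with random lists and the genes named below the TPM threshold.

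EZH2 knockdown raised coagulation factors, hepatocyte identity genes and acute phase genes. Of 18 tested coagulation factors 8 rose and none fell in siEZH2 cells (8 adjusted over the list alone, camera adjusted p = 1.20e-07, or adjusted p = 0.337 with an estimated correlation), led by the fibrinogen chains *FGB*, *FGG* and *FGA* with log2 fold changes of 1.79 (adjusted p = 5.18e-24), 1.38 (adjusted p = 2.19e-22) and 1.34 (adjusted p = 6.54e-22) by edgeR's quasi-likelihood test. Of 32 hepatocyte identity genes 10 rose and none fell (10 adjusted over the list alone, camera adjusted p = 3.92e-08, or adjusted p = 0.337 with an estimated correlation), among them the thyroxine carrier *TTR* with 1.14 (adjusted p = 2.08e-12) by the same test. The bile acid enzyme *CYP7A1* had 3.91 (adjusted p = 4.38e-08) by edgeR's quasi-likelihood test, at 0.059 ± 0.0622 TPM in siNC and 0.872 ± 0.0226 TPM in siEZH2 libraries (SD, n = 2), under the TPM threshold. Of 16 acute phase genes 6 rose and none fell (6 adjusted over the list alone, camera adjusted p = 0.00231, or adjusted p = 0.406 with an estimated correlation). In Taze cells *SERPINC1* alone of 18 coagulation factors rose (1 adjusted over the list alone, camera adjusted p = 0.73), and not without Ctrl replicate 2 or Taze replicate 1 or with library totals alone. There 3 of 33 hepatocyte identity genes rose, *CEBPA*, *PCK1* and *APOC3* (3 adjusted over the list alone, camera adjusted p = 0.0232, or adjusted p = 0.337 with an estimated correlation), with 0.0858 without Ctrl replicate 2 and 0.0519 without Taze replicate 1, and 5 rose without Ctrl replicate 1 and 7 without Taze replicate 1.

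The knockdown also raised interferon-stimulated and antigen presentation genes, and tazemetostat lowered targets of the stress factor ATF4. Of 29 tested interferon genes 15 rose and none fell in siEZH2 cells (15 adjusted over the list alone, camera adjusted p = 2.86e-10, or adjusted p = 0.337 with an estimated correlation), such as the immunoproteasome subunit *PSMB8* with 0.57 (adjusted p = 8.25e-10) by edgeR's quasi-likelihood test. In Taze cells *HLA-B* rose and *DDX58* fell of 30 (camera adjusted p = 0.73, 1 and 1 adjusted over the list alone). *HLA-B* has 6 copies in the annotation, none of the 30 rose without genes of more than 1 copy, 2 rose without Ctrl replicate 1 or Taze replicate 2, and none fell without Ctrl replicate 1 or Taze replicate 1 or with library totals alone. Of 28 ATF4 targets 7 fell and none rose with tazemetostat (7 adjusted over the list alone, camera adjusted p = 3.58e-09, or adjusted p = 0.337 with an estimated correlation), the asparagine synthetase *ASNS* with -0.64 (adjusted p = 2.89e-06) and the glutamine transporter *SLC38A2* with -0.74 (adjusted p = 4.84e-08) by edgeR's quasi-likelihood test, and none fell with library totals alone. Of the exon bases of *ASNS* 49.3% are shared with other genes on the same strand. With the knockdown 3 of 27 ATF4 targets fell and *ATF5* rose (3 and 1 adjusted over the list alone, camera adjusted p = 0.353), *ATF5* not without siNC replicate 1 or siEZH2 replicate 2 or with library totals alone, and 2 rising without siNC replicate 2, siEZH2 replicate 1 or ribosomal RNA.

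In siEZH2 cells 6 of 44 genes of amino acid catabolism rose and *ARG2* fell (6 and 1 adjusted over the list alone, camera adjusted p = 0.000952, or adjusted p = 0.397 with an estimated correlation). The IGF system had *IGFBP4* down of 12 there (1 adjusted over the list alone, camera adjusted p = 0.0241, or adjusted p = 0.343 with an estimated correlation), with 0.0629 with no low-count filter, 0.0941 without siNC replicate 1, 0.0625 without siNC replicate 2 and 0.051 without siEZH2 replicate 2, and 2 genes down without siEZH2 replicate 1. Of 13 NF-κB targets *IL32* and *CXCL8* rose and *LIF* fell (2 and 2 adjusted over the list alone, camera adjusted p = 0.132, and 0.04996 without siNC replicate 2). *CXCL8* was not called without siNC replicate 1, siNC replicate 2 or siEZH2 replicate 1 or with library totals alone, and 2 genes fell without siNC replicate 1 or without genes of more than 1 copy.

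Of 7 tested HOX genes none was called with tazemetostat (0 adjusted over the list alone, camera adjusted p = 0.044, or adjusted p = 0.387 with an estimated correlation), *HOXA7* alone had an adjusted p under 0.05 at a low TPM, and the list had 0.101 without Taze replicate 1 and 0.141 without ribosomal RNA. With the knockdown *HOXA3* rose of 5 (1 adjusted over the list alone, camera adjusted p = 0.216, 0.0415 without siNC replicate 2 and 0.00736 without siEZH2 replicate 1). Against random lists of like expression the HOX medians lay at percentile 77.4 with tazemetostat and 98.9 with the knockdown. Among genes under the TPM threshold, *SALL4* and *FOXD1*, both developmental regulators, were listed at 0 TPM in both Ctrl libraries and at mean TPM of 0.129 and 0.185 in Taze libraries, with adjusted p of 0.000124 and 0.000691 by edgeR's quasi-likelihood test.

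Of 14 fetal liver genes *IGF2*, *DLK1* and *CD24* rose and *LIN28B* fell with tazemetostat (3 and 1 adjusted over the list alone, camera adjusted p = 0.745, median -0.06 and mean 0.53), with 1 up without Taze replicate 1, where *LIN28B* was under 1.3-fold (log2 -0.37), and none up or down with library totals alone. Of 13 with the knockdown *KRT19*, *AFP* and *CD24* rose and *LIN28B* fell (3 and 1 adjusted over the list alone, camera adjusted p = 0.675), with 1 up without siEZH2 replicate 1, and *AFP* was under 1.3-fold without siNC replicate 2 (0.33) or siEZH2 replicate 1 (0.33).

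Markers of other cell types were mostly silent. Of 8 fibroblast markers 2 could be tested in each experiment and none was called. Of 5 endothelial markers *ESAM* fell with tazemetostat (camera adjusted p = 0.79), and of 4 with the knockdown *ESAM* fell and *LYVE1* rose (camera adjusted p = 0.812), the latter not without siNC replicate 2 or siEZH2 replicate 1. Of 3 leukocyte markers *LYZ* fell with tazemetostat (camera adjusted p = 0.814, and not with library totals alone) and of 5 none was called with the knockdown (camera adjusted p = 0.368). Of 3 cholangiocyte markers none was called with tazemetostat (camera adjusted p = 0.0781) and *KRT19* rose with the knockdown (camera adjusted p = 0.0914). Adjustment over each of these lists alone left the same calls.

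No small structural RNA was called, of 7 with tazemetostat (camera adjusted p = 0.0914, 0.0209 without Taze replicate 2 and 0.0271 with the replicate number as a block) and of 4 with the knockdown (camera adjusted p = 0.848), nor any adjusted over the list alone. Of 18 tested HIST genes 7 rose and none fell in siEZH2 cells (8 adjusted over the list alone, camera adjusted p = 0.000558, or adjusted p = 0.337 with an estimated correlation), with 3 up without siNC replicate 2 or without siEZH2 replicate 1. Of 78 ribosomal protein genes *RPL22L1* rose with tazemetostat (0 adjusted over the list alone, camera adjusted p = 0.537), and not without Ctrl replicate 1, Ctrl replicate 2 or Taze replicate 2 or with library totals alone, and 2 fell with the knockdown, *RPL10* among them (2 adjusted over the list alone, camera adjusted p = 0.701), with 1 down without siNC replicate 2 or siEZH2 replicate 2, where *RPL10* was under 1.3-fold.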
